# Expansion and characterization of epithelial stem cells with potential for cyclical hair regeneration

**DOI:** 10.1038/s41598-020-80624-3

**Published:** 2021-02-10

**Authors:** Makoto Takeo, Kyosuke Asakawa, Koh-ei Toyoshima, Miho Ogawa, JingJing Tong, Tarou Irié, Masayuki Yanagisawa, Akio Sato, Takashi Tsuji

**Keywords:** Adult stem cells, Regeneration, Skin stem cells

## Abstract

In mammals, organ induction occurs only during embryonic development except for hair follicles (HFs). However, HF-resident epithelial stem cells (HFSCs), which are responsible for repetitive HF regeneration, are not fully characterized. Here, we establish in vitro culture systems that are capable of controlling the ability of HFSCs to regenerate HFs. Based on a method that precisely controlled the number of HFs for regeneration, functional analysis revealed that CD34/CD49f/integrin β5 (Itgβ5)-triple-positive (CD34+/CD49f+/Itgβ5+) cells have multipotency and functional significance for continual hair regeneration. In native HFs, these cells reside in the uppermost area of the bulge region, which is surrounded by tenascin in mice and humans. This study unveils the subpopulation of HFSCs responsible for long-term hair cycling of HFs regenerated from bioengineered HF germ, suggesting the presence of functional heterogeneity among bulge HFSCs and the utility of our culture system to achieve HF regenerative therapy.

## Introduction

Organogenesis occurs only during embryonic development via complex processes involving tissue self-organization, cell–cell interactions, the regulation of signaling molecules, and cell motility in each organ-forming field according to the embryonic body plan. During embryonic development, most organs arise from organ germs, which are induced by reciprocal interactions between epithelial and mesenchymal stem cells with organ-inductive potential; these cells lose their potential after birth. By mimicking embryonic organogenesis, we previously proved the concept of fully functional regeneration of ectodermal organs, including hair follicles (HFs), from embryonic organ-inductive potential stem cells^1–6^. Furthermore, the successful generation of organoids, which partially recapitulate the structure and function of their original organ and are derived from multiple types of adult tissue stem cells, has demonstrated the potential of these cells for organ induction, at least in part^7^. However, functional regeneration of an entire organ utilizing adult tissue stem cells has not been achieved, except with HFs^1–6^.

The most fascinating characteristic of hair follicles is their ability to cyclically undergo follicular regeneration after birth. The HF of mammals is largely divided into two major regions: a permanent upper portion containing the bulge region, infundibulum, isthmus and sebaceous gland; and a variable lower portion including hair matrix, where the hair shaft is generated, and differentiated epithelial cells. Throughout an individual’s life, the variable lower portion undergoes cyclical periods of growth (anagen) and quiescence (telogen) which compose the hair cycle. This process is driven by reciprocal interactions between HFSCs, which reside in the cytokeratin 15 (CK15)- or CD34-positive bulge and the Lgr5-positive secondary hair germ (sHG), and mesenchymal dermal papilla cells (DPCs)^8,9^ (Fig. 1a). HFs also harbor multiple types of fate-restricted stem cells responsible for maintaining the upper portion of the HF; these cells express proteins such as Lgr6, Lrig1, and Blimp1^10–12^ (Fig. 1a). Among HFSCs, several stem cells, such as CK15-, Lgr5-, Lgr6-, and Lrig1-expressing cells, show plasticity and have the ability to regenerate entire HFs following full-thickness wounds as well as within hair reconstitution assays^9–11,13^. Therefore, adult HFSCs could be a promising candidate for organ regenerative medicine, and a method to efficiently expand HFSCs that have the ability to sustainably induce HF regeneration is required. However, whether functional heterogeneity exists and, if so, what types of stem cells have the ability to sustain long-term hair cycles are unclear, although single-cell analysis clearly demonstrated heterogeneity among cell populations expressing the same stem cell marker, such as CD34 and CD49f double-positive cell populations (CD34+/CD49f+), a well-established marker for bulge HFSCs^14^.

**Figure 1:**
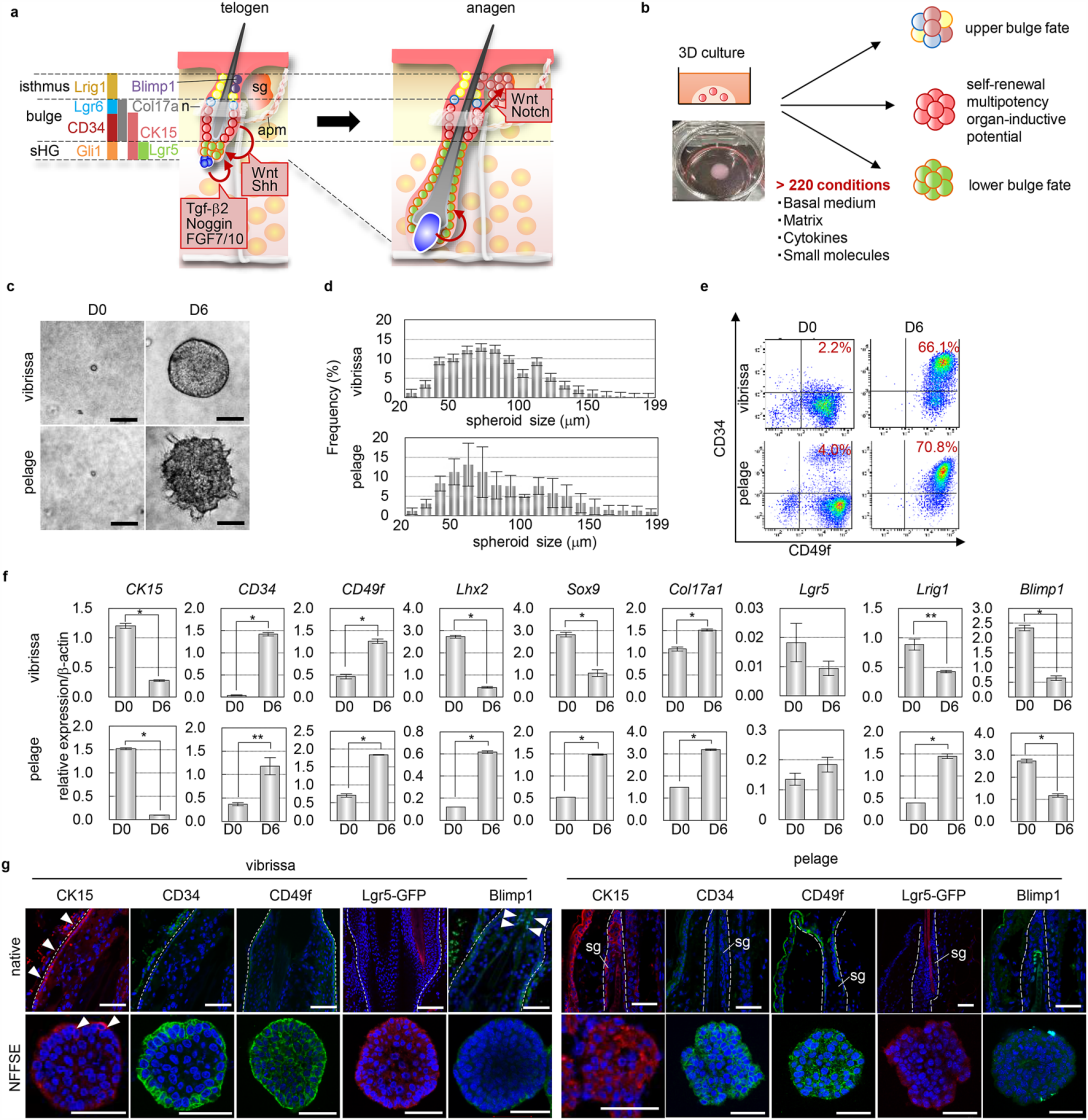
Identification of culture conditions that can control the status of HFCSs. (**a**) Schematic illustration of reported HFSCs in mouse pelage HF and signaling pathways contributing to HFCS maintenance and activation. (**b**) Experimental scheme of the 3D cell culture for HF bulge epithelial cells. Epithelial cells were isolated by micro dissection and subsequent enzyme treatment from the bulge of adult mouse vibrissa at the growing phase, anagen, or back skin at the resting phase, telogen, including pelage HFs. (**c**) Phase contrast images of cultured cells isolated from adult mouse vibrissa (upper panels) or pelage HF (lower panels) at the indicated time point in 3D culture. (**d**) Quantification analysis of the size of spheroids cultured in NFFSE medium. Frequency was calculated from 1,000 spheroids (**e**) Replicative FACS plot for indicated markers on freshly isolated and cultured epidermal cells. (**f**) Replicative qPCR analysis of indicated markers on freshly isolated or cultured cells. (**g**) Representative immunofluorescence of the indicated markers on native vibrissa HFs, pelage HFs, and cultured spheroids of C57BL/6 or Lgr5-EGFP mice. Dashed lines indicate the border between the epithelium and dermis. sg, sebaceous gland. Data are presented as the mean ± SD. *p < 0.001; **p < 0.002. Scale bars, 20 μm. See also Supplemental Fig. S1.

The molecular mechanisms regulating the maintenance, proliferation and differentiation of HFSCs have been extensively characterized via genetic gain- and loss-of-function studies^8,13,15–20^. (Fig. 1a). Most strikingly, Wnt activation concomitant with BMP suppression initiates the activation of HFSCs, and subsequent Shh activation specifies the fate of the progeny of HFSCs to the lower HF region. On the other hand, activation of Wnt and Notch signaling is involved in the differentiation of the sebaceous gland from HFSCs. By mimicking these molecular mechanisms, a previous study demonstrated that CD34+/CD49f+ cells isolated from adult mouse back skin can be amplified fivefold in 14 days by 3D culture using Matrigel or type I collagen as a scaffold and medium containing EGF, FGF2, and VEGF-A^21,22^. Moreover, this pioneering study demonstrates the de novo generation of HFSCs from non-HFSCs in a self-organized manner and opens the door to successful HF regenerative treatments. However, whether these cells contain the HFSCs responsible for cyclical hair regeneration is not clear.

Here, we identify a subpopulation of HFSCs capable of sustaining the long-term hair cycle of HFs regenerated from bioengineered HF germ. We established culture conditions that enabled us to control the differentiation status of mouse HFSCs. The comparison of cell populations that are cultured in different conditions revealed that among the CD34 and CD49f double-positive cell populations (CD34+/CD49f+), integrin β5 (Itgβ5)-positive cells were enriched in the cell cultures. Withdrawal of CD34+/CD49f+/Itgβ5+ cells from bioengineered HF germ results in limited periods of hair cycles. In native hair follicles, CD34+/CD49f+/Itgβ5+ triple-positive cells were found in the uppermost area of the bulge region surrounding tenascin in both mice and humans. Collectively, our results indicate that CD34+/CD49f+/Itgβ5+ cells compose the key cell population required for sustainable hair cycles of regenerated HF from bioengineered HF germ, and the culture system established in the current study provides a platform for harvesting HFSCs in practical use for HF regenerative therapy.

## Results

### Establishment of a 3D culture system to efficiently expand CD34/CD49f double-positive bulge cells

In the past decade, many stem cells with organ-inductive potential have been identified utilizing a novel 3D culture system, which allows organ-inductive stem cells to generate organoids that include both the stem cells themselves and their microenvironmental niches in a self-organized manner^23^.

To identify HFSCs that are indispensable for long-term cyclical HF regeneration, we optimized the culture conditions under which HFSCs can maintain or lose their capacity to cyclically induce hair regeneration and then compared the cell populations that were cultured in these different conditions. Because we targeted all cells in the bulge region, including not only HFSCs but also their niche cells, we isolated all cells in the bulge region from vibrissa HFs in various stages of the hair cycle by microdissection and subsequent enzyme treatment. We examined more than 220 combinations of extracellular matrix (ECM) and previously defined cytokine insights into the proliferation and maintenance of HFSCs^8,13,15–21^ (Fig. 1a,b). On day 6 in culture, single epithelial cells subjected to 3D culture with Noggin, FGF-7, FGF-10, sonic hedgehog agonist, and EGF (NFFSE medium) and with atelocollagen, the defined type I collagen that lacks telopeptide regions and thus can be used for clinical application (unlike cancer-derived Matrigel), formed round-shaped spheroids of varying sizes with the highest spheroid-forming efficiency at 32.0 ± 9.8% and an amplification rate of 198.0 ± 22.3-fold (Fig. 1b,d, Supplemental Fig. S1a). To examine whether pelage epithelial cells can also expand in these conditions, we cultured epithelial cells isolated from telogen back skin, including interfollicular epithelial cells and pelage HFSCs. Similar to the vibrissa bulge cells, single back skin epithelial cells give rise to spheroids with a rough surface at a spheroid-forming efficiency of 23.0 ± 9.8% and an amplification rate of 7.3 ± 2.6-fold (Fig. 1c,d). The difference between vibrissa bulge cells and back skin cells may be due to the percentage and hair cycle stage of HFSCs in each cell population. NFFSE conditions drastically increased the proportion of CD34+/CD49f+ cells by 66.1% for vibrissa and 70.8% for back skin cells (Fig. 1e). Consistent with this, gene expression analysis by real-time quantitative PCR (qPCR) revealed upregulation in the expression of *CD34*, *CD49f* and type XVII collagen (*Col17a1*), a marker for bulge HFSCs involved in their maintenance^24^, in both vibrissa and back skin cells, while no significant upregulation was observed for *Lgr5*, a marker for stem cells committed to lower pelage HF fate, or for *Blimp1*, a marker of upper HF cells and sebaceous gland stem cells (Fig. 1f, Supplemental Fig. S1b). The expression changes of other conventional stem cell markers, including *Lhx2* and *Sox9*, varied depending on the cell source, possibly because of the difference in cell types and hair cycle stage. Immunohistochemical analysis of individual spheroids further confirmed the qPCR data in both vibrissa- and pelage-derived cells (Fig. 1g). These data indicate that 3D culture utilizing atelocollagen together with medium containing Noggin, FGF7, FGF10, SAG, and EGF shows an improved amplification rate of CD34+/CD49f+ cells and a shorter culture period required for the expansion of CD34+/CD49f+ cells compared to that of a previously reported method^21^.

### Bulge cells cultured in NFFSE medium show multipotency in vitro

To examine whether cells cultured in NFFSE medium maintained their undifferentiated status and multipotency, we further developed our culture conditions, which allowed us to modify the fate of HFSCs.

We found that withdrawal of EGF from NFFSE medium (NFFS medium) and the addition of Wnt ligand, Notch ligand, and TGF-β inhibitor (NFFSWN medium) resulted in a decrease in colony-forming efficiency, colony size, amplification rate, and percentage of CD34/CD49f-double-positive (CD34+/CD49f+) cells (Fig. 2a,j, Supplemental Fig. S1a). Importantly, NFFS- and NFFSWN-cultured cells expressed high levels of Lgr5 or Blimp1, suggesting the commitment of these cells to lower and upper HF fates, respectively (Fig. 2k,l, Supplemental Figs. S1b and S2a,b). 

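The arrays measured bulge epithelial cells of mouse vibrissa follicles that were divided between NFFSE and NFFS medium and cultured for 6 days in 3D atelocollagen gel, in an experiment performed 3 times. Both media held FGF-7, FGF-10, Noggin, an inhibitor of BMP signaling, and SAG, an agonist of hedgehog signaling, each at 50 ng/ml, and NFFSE medium also held EGF at 50 ng/ml. There were 6 arrays, 3 for each medium and 1 for each culture, and this number limits the precision of the values. The methods name the RNeasy Plus micro Kit for the RNA, whereas the sample labels name the RNeasy mini kit, with 100 ng of RNA for each array. The deposited values are the authors' MAS5 signals, a method that combines the probes of a probe set into 1 intensity on a linear scale. The authors had scaled each array to the same trimmed mean, without the lowest and highest 2% of the signals, and the median signal was 56.5, 57.7 and 65.0 on the NFFSE arrays and 66.5, 70.6 and 68.4 on the NFFS arrays. Detection calls and the arrays of transit-amplifying (TA) cells were not analysed here. The log2 signals of 18193 genes, each read from the probe set with the highest mean, were compared with limma, a linear model that shares information on the spread between genes, and a gene was called changed at an adjusted p under 0.05 (Benjamini-Hochberg). Differences are NFFSE minus NFFS, so that a positive value is higher in NFFSE. Gene lists fixed before the data were examined were tested with camera, which compares a list with all other genes. In limma, 2002 genes were higher and 2771 were lower in NFFSE. With each array centered on its median instead, 2916 were higher and 1784 were lower, and the median difference of all genes moved from -0.011 to 0.19 on the log2 scale. The 3' minus 5' log2 signal of the Gapdh control probe sets, a measure of RNA integrity, was -0.37 ± 0.011 (SD, n = 3) in NFFSE and -0.62 ± 0.017 (SD, n = 3) in NFFS (exact permutation test, two-sided, p = 0.1, the smallest that 3 arrays against 3 allow), and that of Actb was 0.27 ± 0.019 (SD, n = 3) and 0.33 ± 0.059 (SD, n = 3) (p = 0.3 in the same exact test).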

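NFFS-cultured cells held far more RNA of Lgr5, a receptor that marks stem cells of the lower follicle, than NFFSE-cultured cells. Its array signal was 50.8 ± 5.09 (SD, n = 3) in NFFSE and 3192 ± 726 (SD, n = 3) in NFFS, 62.0-fold lower in NFFSE (adjusted p = 1.9e-07, limma), and the mean of all its probe sets gave a log2 difference of -2.71. Of 18 regulators of the hair matrix and its TA cells, 7 were lower in NFFSE, 3 were higher and 8 did not pass the test, with the same counts when adjusted over the list alone. Lef1, a transcription factor of WNT signaling, was at least 11.7-fold lower, with 1 of the 3 NFFSE arrays at background, and Hoxc13, a regulator of hair keratins, was 5.97-fold lower in NFFSE. The 3 that were higher were Ovol1, an epithelial transcription factor (13.9-fold), and the ligands Wnt10a (4.15-fold) and Bmp2 (3.77-fold). As a group these regulators had a median log2 difference of -0.17, or -0.13 with genes at background set to their bound, with an adjusted p of 0.68 from camera, and the median turned to 0.035 with the arrays centered on their medians, which left 3 higher and 3 lower. Without 1 array it was -0.25 to 0.039 (lowest without NFFSE replicate 2, highest without NFFSE replicate 3). Of 19 keratins and other structural genes of the hair shaft and inner root sheath, 12 were dim in both media, Tchh and Krt81 were higher in NFFSE, Krt28 was lower and 16 did not pass the test, with the same counts when adjusted over the list alone. Their median log2 difference was 0.024 and their mean was -0.085 (adjusted p = 0.72, camera, with the test in the direction of the median), and without 1 array the median was -0.19 to 0.33. These 3 calls each ended without 1 of the arrays, Tchh without NFFSE replicate 1 (adjusted p = 0.055, limma) or 3 (0.062), Krt81 without NFFS replicate 1 (0.092) or 2 (0.075) or NFFSE replicate 2 (0.12) or 3 (0.10), and Krt28 without NFFS replicate 1 (0.055). Tchh, Krt81 and Krt28 were also not called with the methods' t-test after adjustment, nor Krt81 and Krt28 without the intensity trend. Krtap17-1, which encodes a keratin-associated protein and is outside this list, was among the largest decreases in NFFSE. The list therefore does not stand for all structural genes of the hair.
The largest decreases in NFFSE included Postn, Tagln, Fstl1, Mfap2 and Cdh11. Postn, which encodes the matrix protein periostin, fell from 13670.3 ± 1759 (SD, n = 3) in NFFS to 161 ± 72.1 (SD, n = 3) in NFFSE, a 91.6-fold difference. Cdh11, a cadherin of mesenchymal cells, was 50.3-fold lower, Fstl1, a secreted glycoprotein, was at least 45.5-fold lower, and Mfap2, a microfibril protein, was at least 32.2-fold lower, with all 3 NFFSE arrays at background for the latter 2 genes. Tagln, an actin-binding protein of smooth muscle, was at least 27.0-fold lower, with 2 of the 3 NFFSE arrays at background. Krtap17-1 was at least 63.7-fold lower, Shisa2 at least 64.3-fold and Dclk3 at least 36.3-fold, each with 1 of the 3 NFFSE arrays at background, and Pcdh20 was 37.0-fold lower. Of 12 markers of fibroblasts and dermal papilla cells, 5 were lower in NFFSE (Sparc, Col6a1, Thy1, Col1a2 and Vim) and 7 did not pass the test, with the same counts when adjusted over the list alone. The fibroblast collagens Col1a1 and Col3a1 had log2 differences of 0.28 (adjusted p = 0.75, limma) and 0.062 (adjusted p = 0.94, limma). The median log2 difference of these markers, of which 5 were dim in both media, was -1.03 (adjusted p = 0.053, camera). This median was -0.54 without NFFSE replicate 1, -0.55 with the mean of all probe sets, -0.53 with a floor under low signals and -0.43 with 16 added to the signals. The list was called lower with arrays centered on their medians (0.014), with a filter on dim genes (0.031), without NFFS replicate 3 (0.039) and without NFFSE replicate 2 (0.030), and, with 16 added and each gene's probe set kept, a fit added after seeing the data, at 0.04999. The call of Col1a2 ended with the mean of its probe sets, although its log2 difference moved from -1.24 to -1.84, and the difference of Sparc, which was still called, moved from -1.51 to -0.87. The call of Vim ended with the floor, without the intensity trend or with the methods' t-test after adjustment. Of 5 markers of smooth muscle and Schwann cells, Tagln and Acta2 were lower, with the same count when adjusted over the list alone, and the call of Acta2 ended with the mean of its probe sets, from a log2 difference of -1.59 to -0.58, or with the methods' t-test after adjustment. Their median log2 difference was -0.88, or -0.68 with S100b, at background on the NFFSE arrays, set to its bound (adjusted p = 0.067, camera). It was -1.47 without NFFSE replicate 3, -0.45 with the mean of all probe sets, -0.25 with the added 16, or -0.46 with the probe sets kept, and -3.98 with the filter. With the floor and the added 16, S100b was read from its other probe set, which was called higher in NFFSE (log2 differences 1.25, adjusted p = 0.044, and 0.96, adjusted p = 0.028, limma), whereas its own probe set gave -0.80 and -0.46 (adjusted p = 0.094 and 0.22, limma). The list was called lower with arrays centered on their medians (0.025), without NFFSE replicate 1 (0.039), without NFFSE replicate 3 (0.0499) and with the added 16 and the probe sets kept (0.04999).
The largest increases in NFFSE were of the chemokines Cxcl2, Cxcl3 and Ccl20, the calcium-binding alarmins S100a8 and S100a9, the EGFR ligand Ereg, the protease inhibitors Stfa2l1 and Csta1, Ndufa4l2 and the hyaluronan synthase Has3. Cxcl2 was 81.7-fold higher (7041 ± 1675 (SD, n = 3) in NFFSE and 88.5 ± 33.2 (SD, n = 3) in NFFS), Has3 was 31.6-fold higher, and Stfa2l1 was at least 41.2-fold higher with all 3 NFFS arrays at background. The call of Ndufa4l2 ended with the methods' t-test after adjustment.
Clustering by correlation across all genes, which are not independent replicates, joined the 3 NFFSE arrays in 1 cluster and the 3 NFFS arrays in the other. The mean Pearson correlation was 0.954 between arrays of the same medium and 0.922 between media, and the lowest value within a medium, 0.952, was above the highest between media, 0.929 (exact permutation test over 10 splits, p = 0.1, the smallest possible). The first principal component held 44.0% of the variance.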

Microarray and subsequent clustering analysis with a previously published gene expression profile of HF transient amplifying (TA) cells revealed that the gene expression profile of NFFS-cultured vibrissa cells is similar to that of TA cells^25^ (Fig. 2m). Moreover, we found that NFFSE-cultured cells highly expressed numerous transcription factors involved in stem cell maintenance, including *Klf4*^26,27^, compared to cells cultured in NFFS medium (Fig. 2n).

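Klf4, a Krüppel-like transcription factor, had an array signal of 13856 ± 2731 (SD, n = 3) in NFFSE and 3170.3 ± 625 (SD, n = 3) in NFFS, a log2 difference of 2.13 (SE 0.18, adjusted p = 2.1e-05, limma). Klf5, a related factor of epithelial progenitors, was 4.14-fold higher in NFFSE (8093 ± 902 (SD, n = 3) in NFFSE and 1948 ± 40.5 (SD, n = 3) in NFFS), with a log2 difference of 2.05 that was 1.23 with the mean of all its probe sets. Of the 15 genes printed in Fig. 2n, 14 were measured and all 14 had higher signals on every NFFSE array than on every NFFS array (chance parts the arrays of the media, in either direction, for 10% of genes), and 13 passed the test. The study chose these genes on the same arrays, so that their direction is not independent evidence. Nr4a1, a nuclear receptor induced by growth factors, showed the largest difference (5.34-fold), followed by Klf4 and Klf5, the Hippo pathway effector Tead4 (3.98-fold), Id2, an inhibitor of helix-loop-helix factors (3.94-fold), the TFIID subunit Taf4b (3.77-fold) and the stress-induced factor Atf3 (3.70-fold). The NF-kappa-B subunit Rel was 3.33-fold higher, the AP-1 subunit Junb 2.74-fold, Klf10 2.65-fold, the interleukin-4 effector Stat6 2.30-fold, Klf3 1.66-fold and Klf7 1.58-fold. Arntl2, a clock gene, had a signal of 141 ± 7.63 (SD, n = 3) in NFFSE and 81.2 ± 21.8 (SD, n = 3) in NFFS (adjusted p = 0.051, limma). Runx2 was not analysed here, since no probe set was listed under its name alone. The call of Atf3 ended without NFFSE replicate 3 (adjusted p = 0.054, limma), and that of Klf7 ended without NFFS replicate 3 (0.059), NFFSE replicate 2 (0.096) or NFFSE replicate 3 (0.065). Both calls also ended with a floor under low signals, without the intensity trend in the spread and with the methods' t-test after adjustment.

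**Figure D1:**
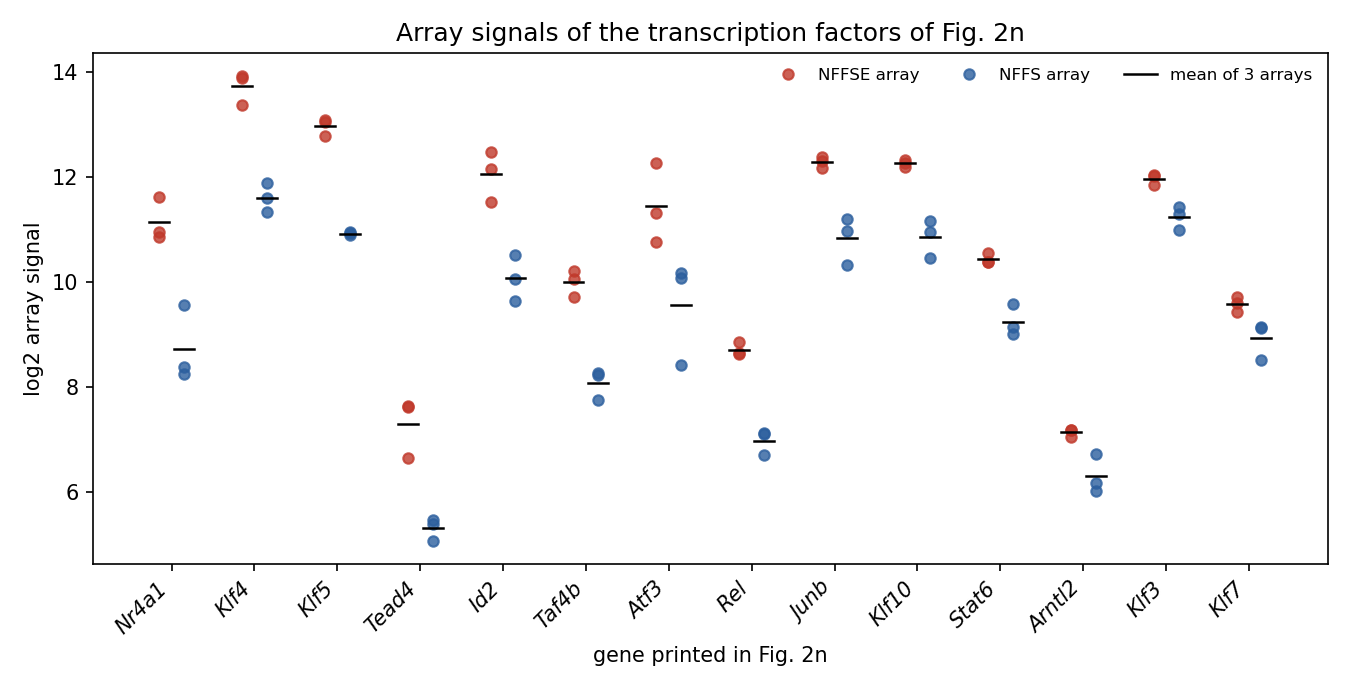
Log2 array signal (vertical axis) of the 14 measured genes printed in Fig. 2n, ordered by the difference between media. Each point is 1 array, with NFFSE in red and NFFS in blue, and the black lines are means of 3 arrays. Every NFFSE point of a gene lies above its NFFS points, from a log2 difference of 2.42 for Nr4a1 to 0.66 for Klf7.

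Across the KLF family, 6 of 16 measured members were higher in NFFSE, 1 was lower and 9 did not pass the test (7 higher and 1 lower when adjusted over the list alone). The members that rose were Klf3, Klf4, Klf5, Klf7 and Klf10, which Fig. 2n prints, and Klf16 (1.41-fold), whose call ended without NFFS replicate 3 (adjusted p = 0.073, limma), NFFSE replicate 2 (0.062) or NFFSE replicate 3 (0.079) and, as for Atf3 and Klf7, without the intensity trend and with the methods' t-test after adjustment. Klf15, a glucocorticoid-induced factor, fell from 257 ± 69.3 (SD, n = 3) in NFFS to 12.9 ± 10.6 (SD, n = 3) in NFFSE, with 2 of the 3 NFFSE arrays at background. The family had a median log2 difference of 0.36 (adjusted p = 0.038, camera), with adjusted p = 0.43 with an estimated correlation. The call of the family also ended with the mean of all probe sets (0.071), the floor (0.075), no intensity trend (0.061) and without NFFS replicate 3 (0.063) or NFFSE replicate 3 (adjusted p = 0.055, camera). Without the genes printed in Fig. 2n, a comparison chosen after seeing the data, it was 0.099 over 11 members (adjusted p = 1.00, camera). Of 22 immediate early genes, which respond within minutes to growth factors and stress, 13 were higher in NFFSE, 1 was lower and 8 did not pass the test (16 higher and 1 lower when adjusted over the list alone). Besides those of Fig. 2n, the orphan nuclear receptors Nr4a3 (13.5-fold) and Nr4a2 (9.20-fold), the AP-1 subunit Fosl1 (10.0-fold) and Ier3 (3.99-fold) were higher, and Egr3 was 2.71-fold lower. The log2 differences of Nr4a3 and Nr4a2 were 3.75 and 3.20, or 2.09 and 1.18 with the mean of their probe sets. For the immediate early genes together, the median log2 difference was 1.22 (adjusted p = 6.7e-07, camera), with adjusted p = 0.32 with an estimated correlation, and over the 17 members outside Fig. 2n it was 0.70 (adjusted p = 3.3e-04, camera). The paper states that the factors of Fig. 2n are related to stem cell maintenance, and with the other results of Fig. 2 it proposes that HFSCs stay relatively undifferentiated in NFFSE medium.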

**Figure 2:**
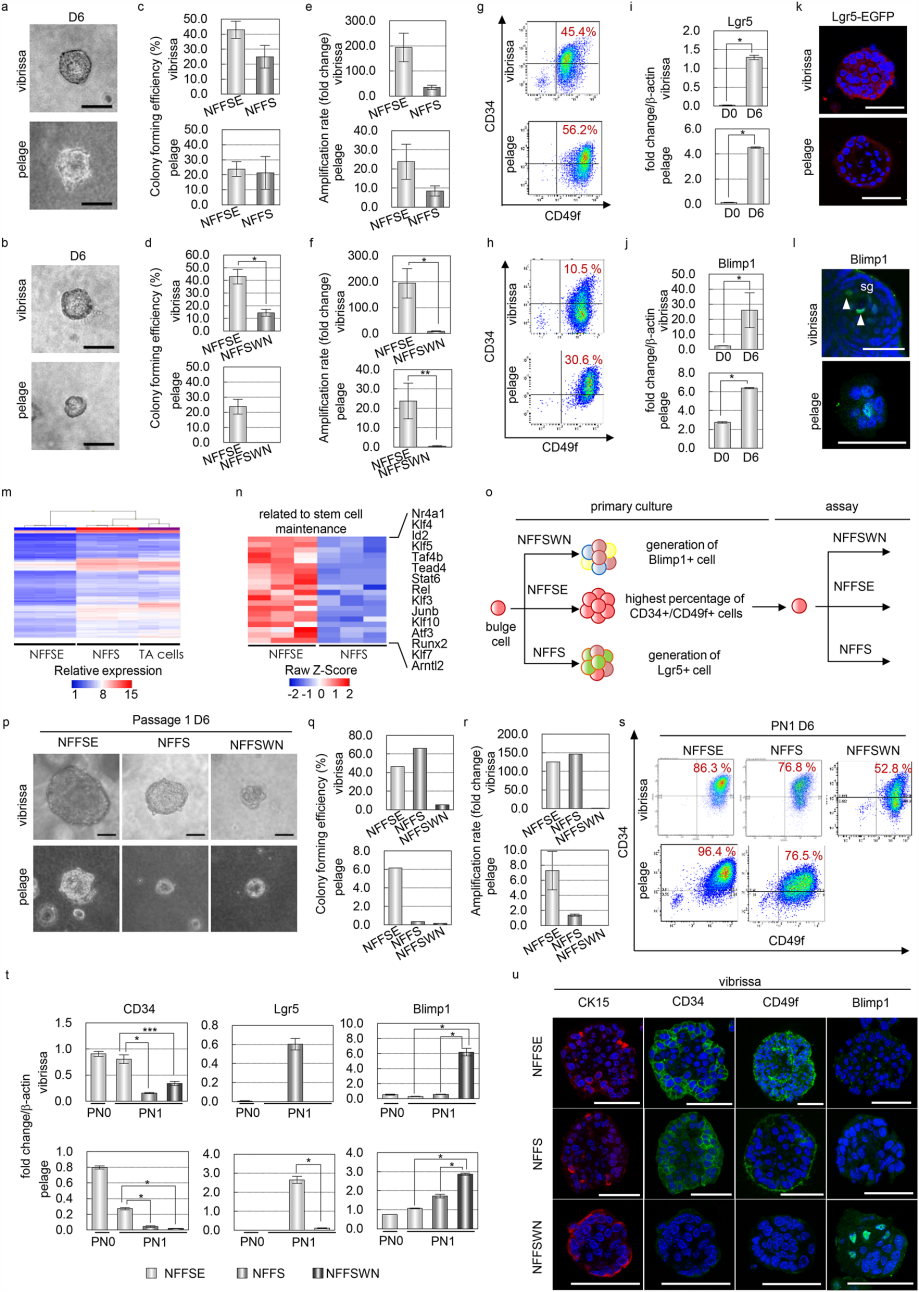
NFFSE cultured cells show multipotency in vitro*.* (**a**,**b**) Phase contrast images of spheroids cultured for 6 says in NFFS (**a**) and NFFSWN medium (**b**). (**c**,**d**) Colony forming efficiency of cultured cells in the indicated medium. (**e**,**f**) Amplification rate of cultured cells in the indicated medium. (**g**,**h**) Replicative FACS plot of NFFS- (**g**) and NFFSWN-cultured epidermal cells (**h**). (**i**,**j**) qPCR analysis of the indicated markers on freshly isolated or cultured cells. (**k**,**l**) Representative immunofluorescence of the indicated markers on cultured spheroids. (**m**) Clustering analysis of array data obtained from NFFSE- and NFFS-cultured cells and TA cells of hair follicle. (**n**) Heatmap of selected transcription factors related to stem cell maintenance, which are differentially expressed between NFFSE and NFFS conditions in microarray analysis. (**o**) Experimental scheme of in vitro differentiation analysis. Epithelial cells isolated from the bulge of adult mouse vibrissa or back skin, including pelage HFs, were cultured in NFFSE medium for 6 days and then passed into NFFSE, NFFS, or NFFSWN medium. (**p**) Phase contrast images of cultured vibrissa and pelage HFs at day 6. (**q**) Colony forming efficiency in the indicated culture medium at day 6 following passage. (**r**) Amplification rate following passage in indicated medium. (**s**) Replicative FACS plot of cultured cells after passage in the indicated medium. (**t**) Replicative qPCR analysis of indicated markers on cultured cells. (**u**) Representative immunofluorescence of the indicated markers on spheroids of C57BL/6 or Lgr5-EGFP mice cultured in the indicated conditions. Arrowheads indicate the expression of the indicated marker. Data are presented as the mean ± SD. *p < 0.001; **p < 0.005; ****p < 0.002. Scale bars, 20 μm. See also Supplemental Fig. S2.

To examine the multipotency of NFFSE-cultured cells, we passaged them into either NFFSE medium or differentiation medium (Fig. 2o); we found that NFFSE-cultured cells showed decreases in the colony size and CD34+/CD49f+ cell population and increases in the expression of committed stem cell markers, such as Lgr5 or Blimp1, at the gene and protein expression levels in response to NFFS and NFFSWN conditions, similar to the changes observed in primary culture (Fig. 2p–u, Fig. S2c–g). 

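In the arrays of the primary cultures, Cd34, the surface marker of bulge stem cells, had a signal of 4181 ± 186 (SD, n = 3) in NFFSE and 1066 ± 109 (SD, n = 3) in NFFS, 3.93-fold higher in NFFSE (adjusted p = 1.8e-06, limma). Krt15, a keratin of bulge cells, moved the other way, with 6961 ± 2355 (SD, n = 3) in NFFSE and 26565 ± 3008 (SD, n = 3) in NFFS, 3.94-fold lower in NFFSE (adjusted p = 7.6e-05, limma). Of 19 bulge stem cell markers, 5 were higher in NFFSE, 11 were lower and 3 did not pass the test (5 higher and 12 lower when adjusted over the list alone). With Cd34, the 5 comprised the basal adhesion genes Itga6, which encodes CD49f (2.42-fold), and Col17a1 (1.67-fold), the transcription factor Foxc1 (2.99-fold) and the ligand Bmp6 (2.61-fold). The 11 included transcription factors of stem cell quiescence and identity, Lhx2 (3.64-fold lower), Tcf7l1 (2.99-fold lower) and Sox9 (2.27-fold lower), the surface marker Cd200 (5.08-fold lower) and Npnt, the matrix protein nephronectin (6.31-fold lower). The median log2 difference of the list was -1.18 (adjusted p = 0.024, camera), with adjusted p = 0.43 with an estimated correlation.
Of 24 epidermal differentiation genes, 15 were higher in NFFSE, 2 were lower and 7 did not pass the test, with the same counts when adjusted over the list alone. Krt10, a keratin of suprabasal epidermis, had a signal of 14386 ± 1922 (SD, n = 3) in NFFSE and 2109.7 ± 829 (SD, n = 3) in NFFS, a 7.23-fold increase (adjusted p = 4.4e-05, limma). Ivl, a precursor of the cornified envelope, was 6.23-fold higher and Grhl3, a transcription factor of barrier formation, was 4.66-fold higher, whereas the protease inhibitor Cst6 was 2.69-fold lower and the protease Klk7 was 2.53-fold lower. The late markers Lor and Flg had log2 differences of 0.53 (adjusted p = 0.17, limma) and -0.53 (adjusted p = 0.44, limma). Without 1 array, that of Lor was 0.37 to 0.61 and that of Flg was -0.82 to -0.17. For the whole list, the median log2 difference was 1.00, or 0.81 with genes at background set to their bound (adjusted p = 7.2e-07, camera), with adjusted p = 0.32 with an estimated correlation.
Of 6 markers of the isthmus and infundibulum, the upper follicle, 5 were lower in NFFSE and 1 was higher, with the same counts when adjusted over the list alone. Prdm1, which encodes Blimp1, was 5.61-fold lower (642 ± 54.3 (SD, n = 3) in NFFSE and 3833 ± 1499 (SD, n = 3) in NFFS) and Lrig1, a stem cell marker of the junctional zone, was 3.97-fold lower, as were Krt79 (2.53-fold), Lgr6 (2.14-fold) and Gata6 (2.22-fold), whereas Plet1 was 4.37-fold higher. These markers had a median log2 difference of -1.24 (adjusted p = 0.027, camera), with adjusted p = 0.32 with an estimated correlation.
The call of the bulge list ended with the mean of all probe sets of a gene (adjusted p = 0.053, camera), a floor under low signals (0.063), a filter on dim genes (0.062) or no intensity trend (0.0502), and the call of the isthmus list with the floor (0.053) or the filter (0.073). Among the genes, the calls of Sox9 and Klk7 ended with the floor or without the trend and, as that of Krt79, with the methods' t-test after adjustment. The call of Lgr6 ended with arrays centered on their medians and without NFFS replicate 1 or NFFSE replicate 2 (adjusted p = 0.060 and 0.053, limma), and that of Gata6 under both other scalings, with the mean of its probe sets (from -1.15 to -0.60), the floor, no trend or the methods' t-test after adjustment and without any 1 array except NFFSE replicate 3 (adjusted p = 0.076 to 0.15, limma). With the mean of all probe sets, the log2 differences of Lrig1, Npnt and Lgr6 moved from -1.99, -2.66 and -1.09 to -1.11, -1.52 and -2.22.

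**Figure D2:**
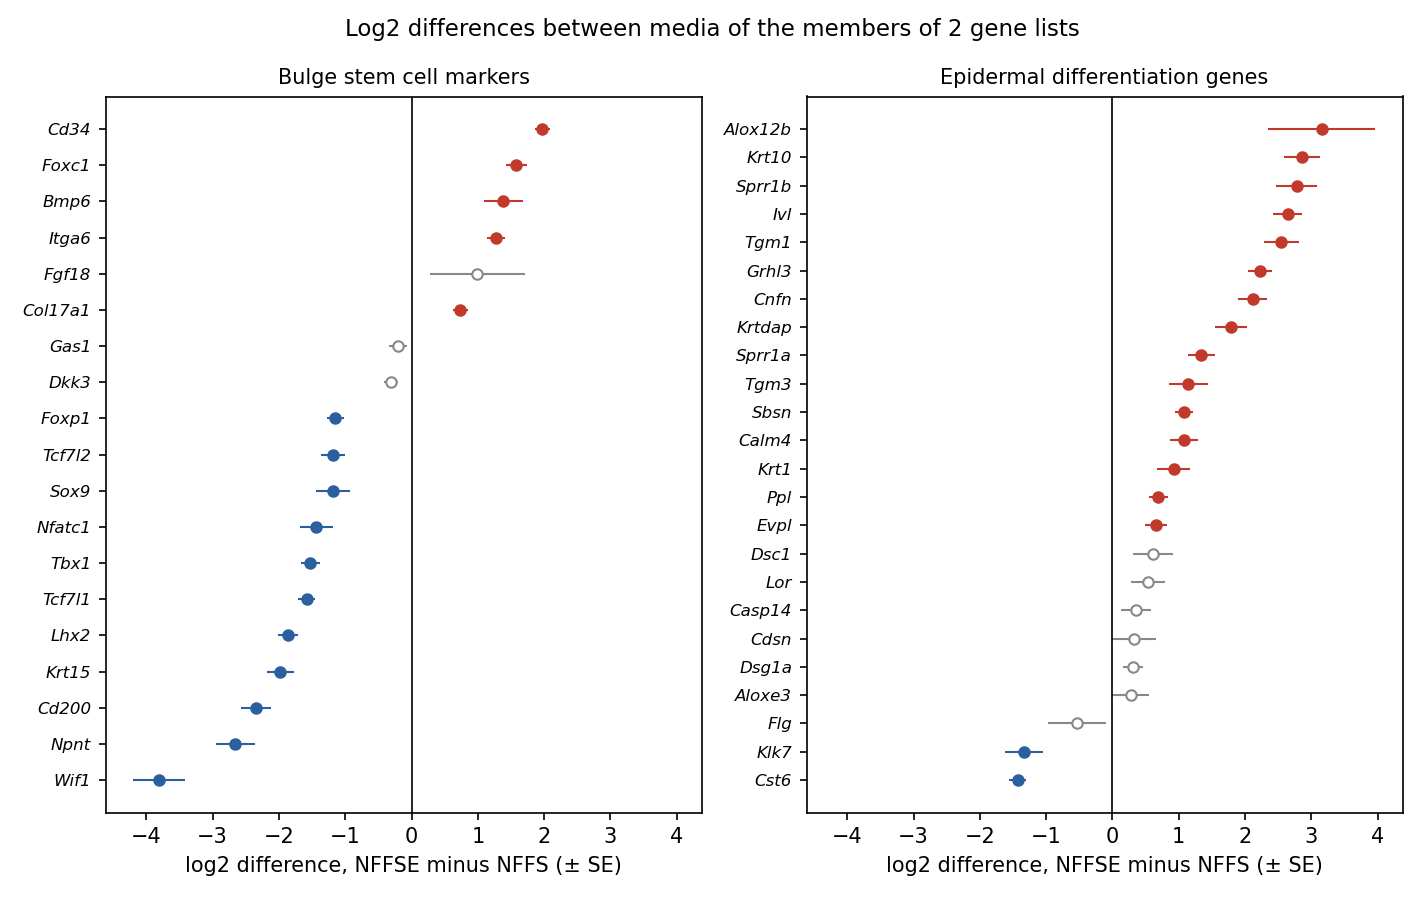
Log2 difference between media (horizontal axis, NFFSE minus NFFS, with the SE) of the 19 bulge stem cell markers and the 24 epidermal differentiation genes. Red points were higher and blue points lower in NFFSE past the threshold, and open points did not pass it. The bulge markers run from 1.98 for Cd34 to -3.81 for Wif1, and genes with arrays at background are shown at their fitted values.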

Taken together, these results suggest that HFSCs maintain a relatively undifferentiated status in NFFSE medium.

### NFFSE-cultured cells have the ability to cyclically induce hair regeneration

To examine whether these cultured cells possess the ability to cyclically induce hair regeneration, we performed a hair reconstitution assay by using the organ germ method, which mimics organ germ formation during organogenesis by spatially arranging organ-inductive epithelial stem cells and mesenchymal stem cells in collagen gel^3^. Compared to conventional hair reconstitution assays, such as patch and chamber assays, this assay system has several advantages, including fewer cells required for hair reconstitution, high efficiency of hair regeneration per number of cells used, and the ability to control the number of regenerating HFs, which allows us to analyze the number of hair cycles of an individual regenerated hair^3^.

We purposefully generated bioengineered vibrissa HF germs from which only a few hairs regenerate, utilizing cultured HF epithelial cells isolated from CAG-EGFP mice and cultured DPCs. By 3 weeks after transplantation of bioengineered germ generated from NFFSE-, NFFS-, and NFFSWN-cultured cells, the eruption and growth of hair shafts were observed at frequencies of 54.5% (n = 155), 61.2% (n = 92) and 0% (n = 78), respectively (Fig. 3a–c). Regenerated hair shafts showed the correct morphological and histological structure, including the hair cortex and 6 layers of thin cuticles under a light microscope and an electron microscope^3^ (Fig. 3d). Immunohistochemical analysis of regenerated HFs at the 2nd hair cycle from both NFFSE- and NFFS-cultured cells demonstrated the presence of cells expressing common HFSC markers, including CD34 and CK15, in the bulge region (Fig. 3e). Long-term analysis revealed that 81.0% of HFs regenerated from NFFSE-cultured cells showed repetitive hair cycles of at least 3 cycles, with similar hair cycle duration to that of HFs regenerated from freshly isolated bulge epithelial cells (Fig. 3g, h). In clear contrast, 79.0% of regenerated HFs from NFFS-cultured cells showed fewer than 2 cycles of hair regeneration (p = 0.002, Student’s t-test), indicating the depletion of HFSCs, which is required for cyclical hair regeneration, in NFFS culture conditions compared to NFFSE conditions. These results suggest that cells cultured in NFFSE conditions were rich in HFSCs possessing the potential to cyclically induce hair regeneration, a hair cycle, in addition to the self-renewing capacity.

**Figure 3:**
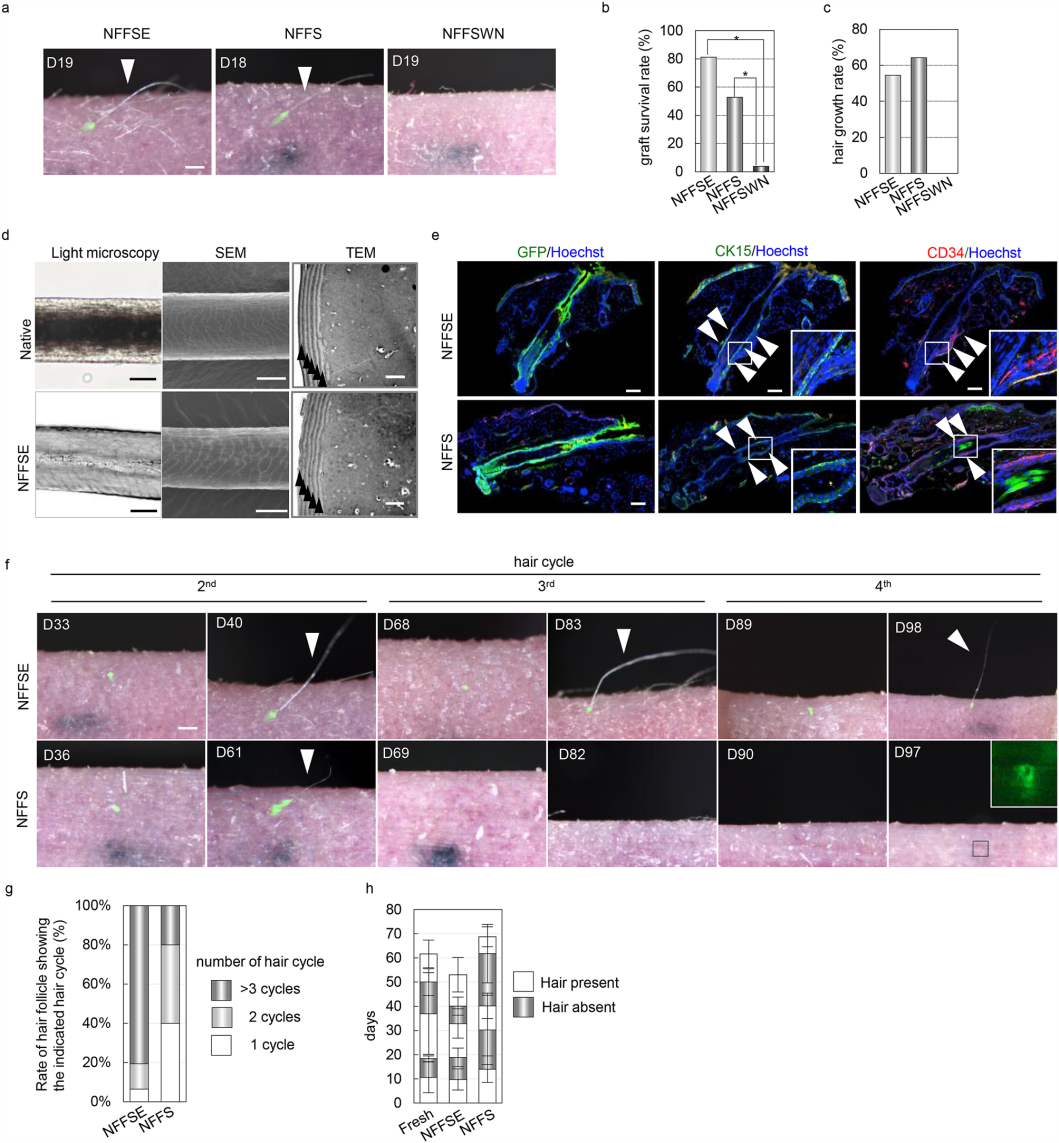
NFFSE cultured cells have the ability to undergo repetitive HF regeneration. (**a**) Macro-morphological observations of transplanted bioengineered HF germ generated from vibrissa bulge cells cultured in the indicated medium. Bioengineered HF germ generated from cultured HF epithelial cells and dermal papilla cells, which were isolated from adult vibrissa HFs, was transplanted into back skin of nude mice intracutaneously. (**b**) Quantification of graft survival rate, (**c**) Quantification of first hair growth rate after transplantation. (**d**) Microscopic observation of the regenerated hair shafts by light microscopy, scanning electron microscopy (SEM), and transmission electron microscopy (TEM). (**e**) Representative immunofluorescence of the indicated markers on regenerated HFs. (**f**) Long-term hair cycle analysis of regenerated HFs. (**g**) Quantification of the percentage of regenerated HFs showing indicated number of the hair cycle (**s**). (**h**) Quantification of the duration of days with or without hair shaft in each hair cycle. Arrowheads indicate the regenerated hair shaft in (**a**,**f**), cuticle layers in (**d**), and expression of indicated markers in (**e**). Data are presented as the mean ± SD. *p < 0.01. Scale bars, 100 μm in (**a**,**f**); 20 μm in the left and middle panel and 2 μm in the right panel of (**d**); 20 μm in (**e**).

### CD34+/CD49f+/Itgβ5+ cells are indispensable for cyclical hair regeneration

Stem cell self-renewal is tightly regulated by both intrinsic and extrinsic cues driven by spatially distinct microenvironments, termed niches, and cell adhesion molecules and ECM have an important role in maintaining multiple stem cell lines, including hematopoietic and mesenchymal stem cells^10–12,24,28–30^.

FACS analysis for more than 20 cell surface markers showed that cells cultured in NFFSE medium were enriched with CD34+/CD49f+/Itgβ5+ cells, which were also present in freshly isolated bulge cells of pelage HF (Fig. 4a,b Fig. S3). Although the bulge region of vibrissa HF expressed low levels of CD34, CD49f+ basal cells expressing high levels of Itgβ5 were present (Fig. 4a). To examine the functional significance of CD34+/CD49f+ /Itgβ5+ cells, we took advantage of a hair reconstitution assay, which can reliably eliminate the target cells. We performed a hair reconstitution assay utilizing NFFSE-cultured pelage epithelial cells following FACS isolation and found that CD34+/CD49f+/Itgβ5- cells and mixed populations with CD34+/CD49f+/Itgβ5+ cells yielded hair regeneration at frequencies of 43.2% (n = 57) and 62.5% (n = 48), respectively (Fig. 4c,d). Strikingly, the percentage of regenerated HFs showing at least 3 cycles of hair cycle drastically increased from 13.3 to 79.9% (p = 0.002, Student’s t-test) when Itgβ5+ cells were present in the bioengineered HF germ (Fig. 4c,e). In addition, we performed a competition hair reconstitution assay using CD34+/CD49f+/Itgβ5+ cells isolated by FACS from NFSSE-cultured pelage epithelial cells from CAG-EGFP mice and skin epithelial cells isolated from embryonic day (ED) 18 mouse embryos by mixing at a 1:9 ratio. Histological analysis of regenerated HFs revealed that GFP-positive cells gave rise to multiple cell lineages composing HFs, including sebaceous glands, bulges, and hair bulbs (Fig. 4f). Taken together, these results clearly demonstrated that Itgβ5+ cells among the CD34+/CD49f+ cell population are multipotent and are vital for long-term cyclical induction of hair regeneration.

**Figure 4:**
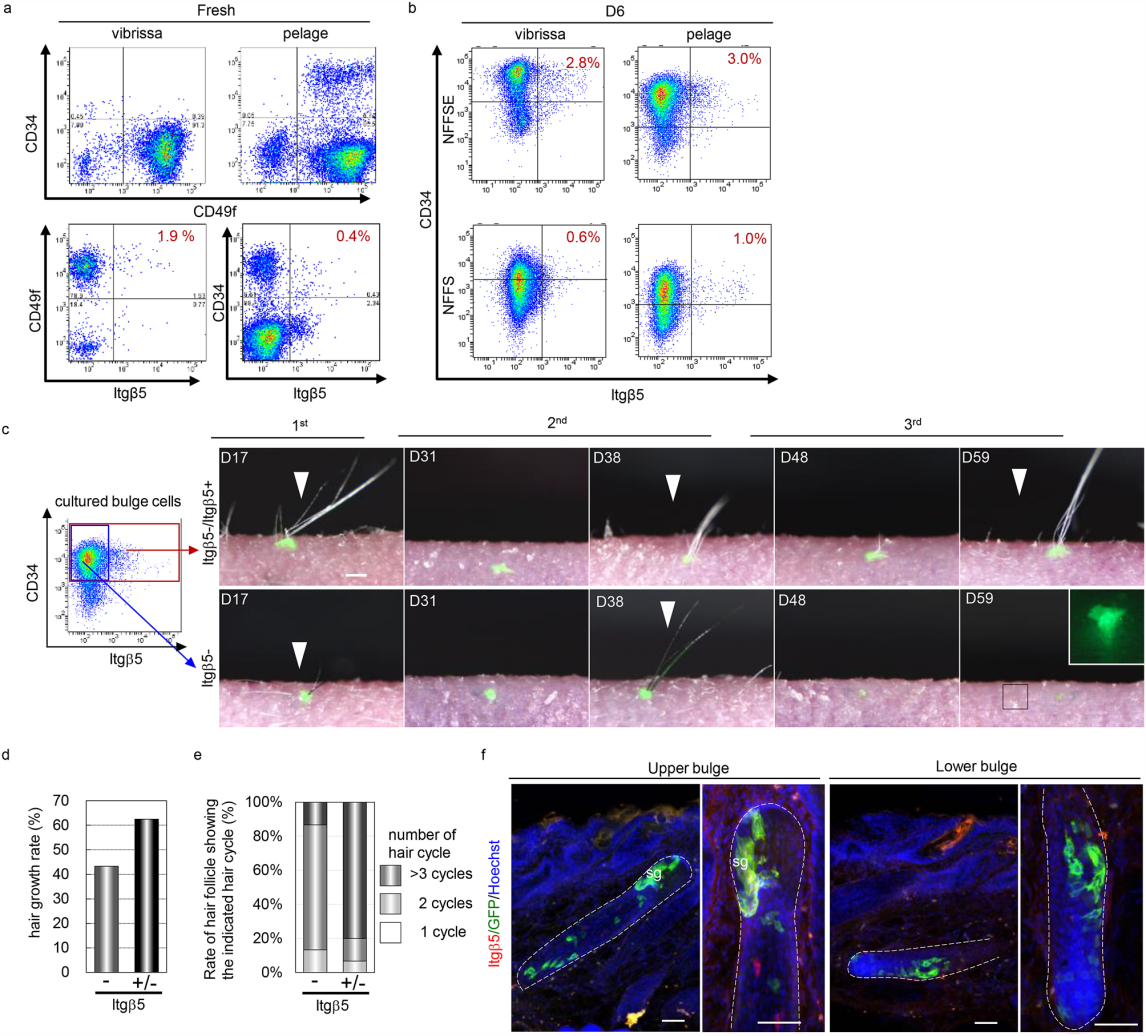
Itgβ5+ cells are required for repetitive HF regeneration. (**a**,**b**) Replicative FACS plot of freshly isolated (**a**) and cultured cells (**b**) for the indicated markers. (**c**) Long-term macro-morphological observations of transplanted bioengineered HF germ generated from CD34+/CD49f+/Itgβ5-cells (lower panel) and CD34+/CD49f+/Itgβ5-cells mixed with CD34+/CD49f+/Itgβ5+ cells (upper panel). (**d**) Quantification of first hair growth rate after transplantation. (**e**) Quantification of the percentage of regenerated HFs showing indicated number of the hair cycle (**s**). (**f**) Representative immunofluorescence of the indicated markers on regenerated HFs. CD34+/CD49f+/Itgβ5+ cells isolated from NFSSE cultured pelage epithelial cells of CAG-EGFP mice were combined with freshly isolated skin epithelial cells isolated from ED18 mouse embryos at a 1:9 ratio and processed to generate bioengineered organ germ using embryonic dermal cells. Right panels indicate a high magnification of the boxed area in the left panels. Arrowheads indicate the regenerated hair shaft. sg, sebaceous gland. Data are presented as the mean ± SD. Scale bars, 50 μm in (**g**); 100 μm in (**d**). See also supplemental Fig. S3.

### Itgβ5+ cells are located in the upper bulge region surrounded by tenascin in native hair follicles

HFs harbor multiple types of fate-restricted stem cells in individual niches^10–12^. Although previous studies indicated that a specialized HF niche is associated with the expression of distinctive ECM proteins, such as tenascins and cadherins, the functional significance of the ECM is largely unknown except for Col17a and nephronectin^24,29,30^. To examine whether CD34+/CD49f+/Itgβ5+ cells are present in native HFs and, if so, what is the niche for these cells, we performed an immunohistochemical analysis for Itgβ5 and a variety of cell surface receptors and ECM proteins that potentially bound to integrins (Fig. 5a). In mouse vibrissa HFs, Itgβ5+ cells are located in the upper part of the bulge region and express CK15 (Fig. 5a and Supplemental Fig. S4b). We observed the innervation of Tuj-1 + nerve cells, and the expression of Gli1, a component of Shh signaling, was expressed in the lower part of the Itgβ5+ region (Supplemental Fig. S4b). Moreover, we found that the upper bulge region, where Itgβ5+ cells are present, was surrounded by tenascin-C (TN-C) (Fig. 5a,e). In mouse pelage HFs, similar to vibrissa HFs, Itgβ5+ cells were observed in CK15-expressing upper bulge regions, where innervation and Gli1 expression were also observed (Fig. 5a and Supplemental Fig. S4b). In contrast to vibrissa HFs, Itgβ5+ cells in pelage HFs were found in the upper bulge region defined by the expression of tenascin-N (TN-N) (Fig. 5a,e). In human scalp HFs, Itgβ5+ cells were found in the region associated with the ECM expressing both TN-C and TN-N (Fig. 5a). To examine the functional significance of tenascin in Itgβ5+ cells, we performed a cell culture analysis with recombinant TN-C protein and a neutralizing antibody and found that although there was no statistically significant difference, the percentage of CD34+/CD49f+/Itgβ5+ cells at 6 days in culture tended to increase with increasing doses of TN-C. This effect was neutralized by the addition of TN-C antibody, while the colony-forming efficiency, late amplification, and colony size were not affected (Fig. 4b–d, Supplemental Fig. S5a,b). Although the function and the causal relationship of tenascins and Itgβ5+ cells need to be examined in vivo, these results suggest the presence of heterogeneous subpopulations in CK15-expressing bulge stem cells as well as the possibility that Itgβ5+ cells have a role in sustaining the long-term hair cycle in vivo. Furthermore, the upper part of the bulge defined by the expression of tenascins is a possible niche for Itgβ5+ cells.

**Figure 5:**
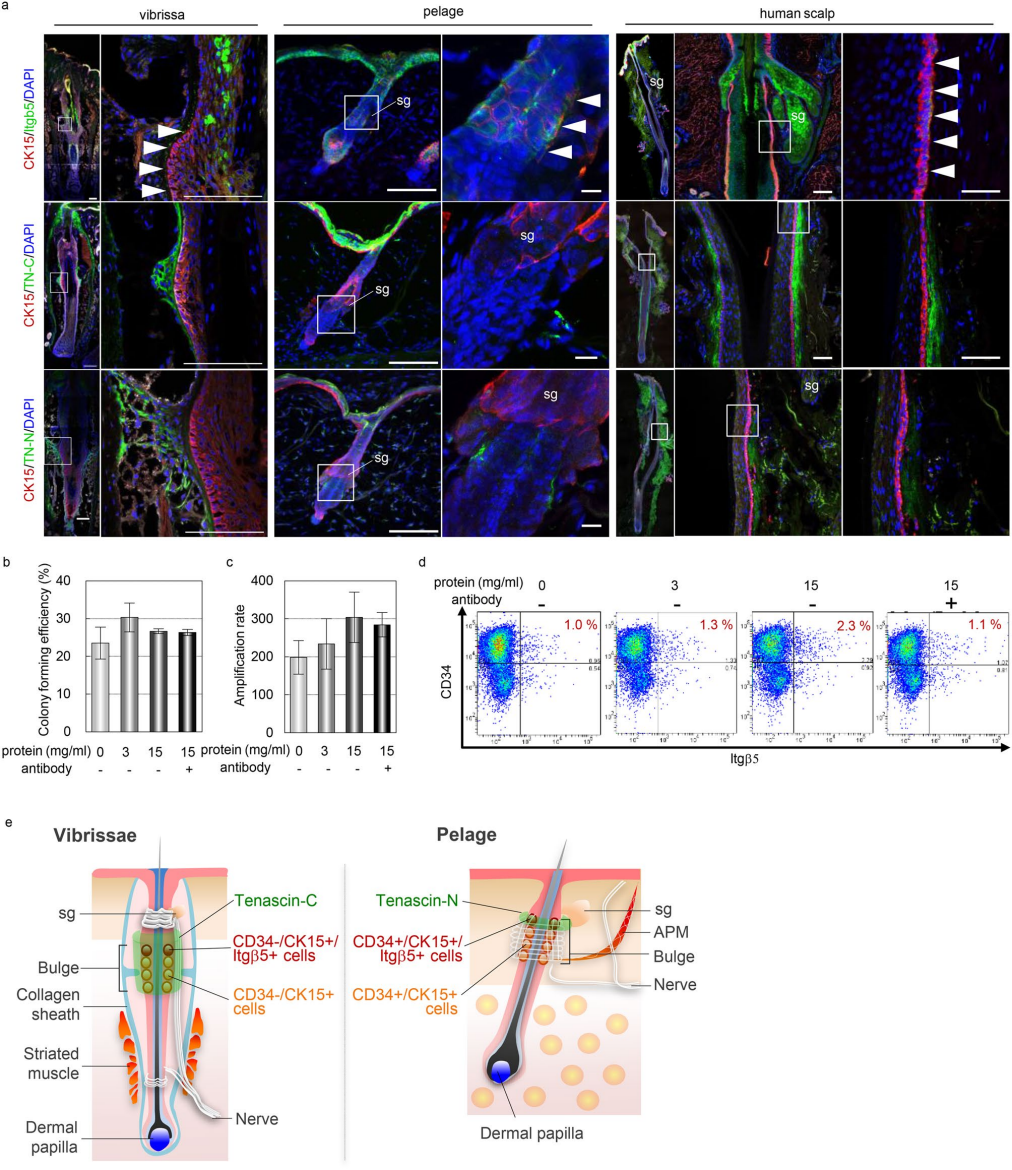
Itgβ5+ cells locate in the upper bulge region surrounding tenascin in native hair follicle of mouse and human. (**a**) Immunofluorescence of the indicated markers on native mouse vibrissa, pelage, and human scalp HF. Right panels indicate a high magnification of the boxed area in the left panels. (**b**) Colony forming efficiency of cultured vibrissa bulge cells in the indicated conditions with recombinant TN-C proteins and TN-C neutralizing antibody. (**c**) Amplification rate of cultured vibrissa bulge cells in the indicated conditions. (**d**) Replicative FACS plot of cultured vibrissa bulge cells. (**e**) Schematic representation of the localization of Itgβ5+ cells, CK15 positive cells, and tenascin-C/N expression in native vibrissa and pelage hair follicle. Arrowheads indicate the expression of the indicated markers. APM, arrector pili muscle. sg, sebaceous gland. Data are presented as the mean ± SD. Scale bars, 50 μm. See also supplemental Figs. S4 and S5.

## Discussion

In this study, we unveiled a novel cell population expressing CD34/CD49f/Itgβ5 that contributes to long-term cyclical HF regeneration in a hair reconstitution assay by establishing multiple culture conditions that enable us to expand and control the differentiation status of HFSCs. Itgβ5+ cells are located in the upper most region of the bulge area, which is surrounded by tenascin-C and/or tenascin-N, in mouse vibrissa and pelage HFs as well as in human scalp HFs. These findings significantly advance our understanding of the mechanisms underlying the regulation of HFSCs and shed right on the possible presence of functional heterogeneity in the HFSC population, which expresses the same stem cell markers. Moreover, our findings will contribute to the goal of HF regenerative medicine.

Past studies demonstrated that mammalian HFs are maintained by a heterogeneous population of fate-restricted HFSCs and their niches^10–12^. Moreover, recent single-cell analysis revealed the presence of a heterogeneous population even among cells expressing the same stem cell marker, such as CD34^14^. However, this functional heterogeneity is not fully understood. In the natural HF in both mouse and human, Itgβ5+ cells are found in the upper most area of the bulge. Past studies using lineage-tracing approaches showed that a subset of stem cells expressing K15 or Lgr6 can migrate either downwards towards the progeny committed to the lower HF or upwards towards the sebaceous gland^31,32^. In this study, we found that CD34+/CD49f+/Itgβ5+ cells have the ability to induce cyclical hair regeneration in a hair reconstitution assay, indicating the presence of functional heterogeneity among cultured CD34+/CD49f+ cells. Based on these facts and our data, we speculate that Itgβ5+ cells found in the upper part of native HFs directly or indirectly play an important role in long-term cyclical hair regeneration.

Adult stem cells are maintained by both intrinsic and extrinsic mechanisms via specialized niches. In the bulge region in the vibrissa or pelage HF of mice, specialized ECM proteins, such as COL17A1 (a known essential mediator for the self-renewal and maintenance of HFSCs), are expressed^24^. In this study, we observed TN-C expression in the bulge region of mouse vibrissa as previously reported^30^. Moreover, we found that TN-C and/or TN-N are also expressed in the human scalp HF and mouse pelage HF. All tenascins share the same molecular architecture, such as an EGF-like domain^33^. Given that the polymerized TN-C domain is incapable of inducing EGF activation^34^, tenascin may keep Itgβ5+ HFSCs in a quiescent state by inhibiting EGF-mediated signaling. This finding may be consistent with our results in culture experiments showing that EGF is required for the expansion of CD34+/CD49f+/Itgβ5+ HFSCs, which are required for sustainable hair regeneration in hair reconstitution assays.

In mammals, organogenesis occurs only during embryonic development except in very restricted organs, including HFs. Although numerous pioneering studies have demonstrated the potential of induced pluripotent stem cells (iPSCs) and adult tissue stem cells to partially mimic the structure and function of their original organs, full functional regeneration of the entire organ was achieved only in HFs^1–6^. Therefore, HF regeneration could be a promising method for organ regenerative medicine. In past decades, much effort has been devoted to establishing a method to expand HFSCs while maintaining their organ-inductive ability. Recently, Chacón-Martínez and colleagues established a culture method to maintain the regenerative capacity even after 15 passages. In the present study, we found the condition to increase HFSC populations approximately 200-fold, which is much improved from previous studies. Moreover, the expression of Itgβ5 in addition to CD34/CD49f could be a good marker to evaluate the ability of cultured HFSCs to cyclically induce hair regeneration. Findings from Chacón-Martínez and colleagues as well as from our research group will significantly advance the technological development of HF regenerative therapy.

The function and mechanism of Itgβ5 and tenascins in stem cell maintenance and cell kinetics should be further studied. Nevertheless, the culture conditions identified in this study enable us to expand and control the differentiation status of HFSCs, providing a platform for understanding the mechanisms underlying the maintenance of the cyclical HF regenerative potential of HFSCs, lineage determination, and hierarchical relationship of multiple types of HFSCs. Our study also demonstrated the potential of HFSCs and their culture system to achieve successful HF regenerative therapy, which will be a first-in-human trial of organ regenerative medicine.

## Materials and methods

### Animals

Experiment used C57BL/6N (Japan SLC Inc.), C57BL/6-Tg(CAG-EGFP) (Japan SLC Inc.), BALB/cSlc-nu/nu (Japan SLC Inc.), and Lgr5-EGFP-IRES-creERT2 mice (Jackson Laboratory). The animals were housed in environmentally controlled rooms, and all the experimental procedures using animals were approved by the Institutional Animal Care and Use Committee of RIKEN Kobe Branch and performed in accordance with the relevant guidelines and regulations.

### Isolation of epithelial cells from adult vibrissae and back skin

HF epithelial cells from 7 to 8 weeks old vibrissae were isolated according to the method reported previously^3^. Epithelial cells from adult telogen back skin were obtained using a previously described method with minor modification^35^. Briefly, following removal of subcutaneous tissue, back skin was cut into 1.0 × 1.5 cm^2^ pieces and incubated in 0.25% trypsin (Lifetechnologies) for 50 min at 37 °C. The epidermis was separated from dermis using forceps and scalpel blades in DMEM (Lifetechnologies) containing 10% FBS (BioWest), 1% HEPES (Lifetechnologies), and 1% penn-strep (Lifetechnologies) and rinsed in fresh buffer to release basal cells into suspension and filtered through a 70 μm strainer to remove hair and cornified layers.

### Epithelial cell and dermal papilla culture

A total of 4,500 or 9,000 epithelial cells isolated from vibrissa bulge or back skin were re-suspended in 90 μl of 1% Atelocollagen solution (KOKEN) mixed with 1 × DMEM (Lifetechnologies), 10 mM HEPES (DOJINDO), and 10 mM NaHCO^3^ (Wako), respectively. After solidified of Atelocollagen, cells were cultured in 3 ml of culture medium (Supplementary Table 1) and incubated at 37 °C, 5% CO^2^. For passage experiment, cells were extracted from Atelocollagen by incubation into 100U/ml Collagenase I (Worthington) in culture medium and subsequent in 0.05% Trypsin (Lifetechnologies) for 60–90 min and 15–25 min at 37 °C. Cells were passed at 6 days in culture at a density of 9,000 cells in 90 μl of 1% Atelocollagen. Culture for dermal papilla was performed according to the method reported previously^3^. For functional analysis of TN-C, recombinant TN-C protein (R&D systems) and Neutralizing TN-C antibody (R&D systems) were added to the culture medium at the concentration of 3 or 5 mg/ml and 10 μg/ml, respectively.

### Quantification of spheroid diameter

The diameter of spheroids was measured using Cell3iMager duos (SCREEN Holdings) and calculated on Microsoft Excel.

### Flow cytometry

Single‐cell suspensions were prepared from murine vibrissa bulge, back skin, or from cultured cells as described above. Cells were rinsed once with FACS buffer composed of D-PBS (nacalai tesque), 0.2 mM EDTA (Wako), and 0.05% of BSA (sigma) and stained with antibodies for 15 min at 4 °C (Supplementary Table 2). After two wash with FACS buffer, cells were analyzed and sorted using a BD FACSAria III. Data were analyzed using FACSDiva (BD biosciences) or Weasel version 3.5.

### qPCR

RNA was isolated using the RNeasy Plus Micro Kit (Qiagen), and reverse transcribed using SuperScript VILO (LifeTechnologies) for cDNA synthesis. Real-time qPCR was performed on the Applied Biosystems QuantStudio 12 K Flex (Life Technologies) using SYBR Premix Ex Taq II (TaKaRa Bio). The data were normalized to β-actin expression. The primer pairs used for real-time qPCR are listed in Supplementary Table 3.

### Immunohistochemistry

Immunohistochemical analyses on spheroid and skin tissue were performed according to the method reported previously with minor modification^36^. Fluorescent immunohistochemistry was performed of frozen sections (10 and 50 μm) and paraffin sections (10 μm). Paraffin sections were incubated in 1 mM EDTA pH8.0 or Target Retrieval Solution pH9.0 (DAKO) for 40 min at 95 °C for antigen retrieval. All fluorescence microscopy images were obtained with an LSM 780 and LSM 880 confocal microscope (Carl Zeiss) or an Axio Scan.Z1 (Carl Zeiss). The antibodies used for immunohistochemistry are listed in Supplementary Table 4.

### Microarray analysis

Total RNA was extracted from cultured cells using the RNeasy Plus micro Kit (Qiagen) followed by synthesis of biotinylated-cRNA using GeneChip 3′ IVT PLUS Reagent Kit (Thermo Fisher Science). Labeled cRNA was hybridized to the Mouse Genome 430 2.0 Array (Affymetrix). Data were analyzed with Affymetrix GeneChip Command Console Software (Affymetrix) and Transcriptome Analysis Console (Appliedbiosystems). Heat map for selected transcriptional factors was generated using Heatmapper^37^. Data set have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE160632.

### Reconstitution and transplantation of bioengineered HF germ

Reconstitution of bioengineered organ germ by the organ germ method and its transplantation were performed according to the method reported previously^3^. For long-term hair cycle analysis, all transplanted sites were recorded and analyzed 2–3 times a week for up to 6 months using a SteREO Lumar V12 and AxioCam fluorescent stereoscopic microscope system (Carl Zeiss, Oberkochen, Germany).

### Electron microscopy

Electron microscopic analyses were performed as described in previous study^3^.

### Statistical analyses

Student’s t-test was used to calculate P values on Microsoft Excel, with two-tailed tests.

## Supplementary information

Supplementary Information.

## References

[1] Nakao K (2007). The development of a bioengineered organ germ method. Nat. Methods.

[2] Ikeda E (2009). Fully functional bioengineered tooth replacement as an organ replacement therapy. Proc. Natl. Acad. Sci. USA.

[3] Toyoshima KE (2012). Fully functional hair follicle regeneration through the rearrangement of stem cells and their niches. Nat. Commun..

[4] Hirayama M (2013). Functional lacrimal gland regeneration by transplantation of a bioengineered organ germ. Nat. Commun..

[5] Ogawa M (2013). Functional salivary gland regeneration by transplantation of a bioengineered organ germ. Nat. Commun..

[6] Tanaka J (2018). Generation of orthotopically functional salivary gland from embryonic stem cells. Nat. Commun..

[7] Drost J, Clevers H (2017). Translational applications of adult stem cell-derived organoids. Development.

[8] Greco V (2009). A two-step mechanism for stem cell activation during hair regeneration. Cell Stem Cell.

[9] Jaks V (2008). Lgr5 marks cycling, yet long-lived, hair follicle stem cells. Nat. Genet..

[10] Snippert HJ (2010). Lgr6 marks stem cells in the hair follicle that generate all cell lineages of the skin. Science.

[11] Jensen KB (2009). Lrig1 expression defines a distinct multipotent stem cell population in mammalian epidermis. Cell Stem Cell.

[12] Horsley V (2006). Blimp1 defines a progenitor population that governs cellular input to the sebaceous gland. Cell.

[13] Ito M (2007). Wnt-dependent de novo hair follicle regeneration in adult mouse skin after wounding. Nature.

[14] Joost S (2016). Single-cell transcriptomics reveals that differentiation and spatial signatures shape epidermal and hair follicle heterogeneity. Cell Syst..

[15] Lu CP, Polak L, Keyes BE, Fuchs E (2016). Spatiotemporal antagonism in mesenchymal-epithelial signaling in sweat versus hair fate decision. Science.

[16] Tripurani SK (2018). Suppression of Wnt/beta-catenin signaling by EGF receptor is required for hair follicle development. Mol. Biol. Cell.

[17] Merrill BJ, Gat U, DasGupta R, Fuchs E (2001). Tcf3 and Lef1 regulate lineage differentiation of multipotent stem cells in skin. Genes Dev..

[18] Niemann C, Owens DM, Hulsken J, Birchmeier W, Watt FM (2002). Expression of DeltaNLef1 in mouse epidermis results in differentiation of hair follicles into squamous epidermal cysts and formation of skin tumours. Development.

[19] Estrach S, Ambler CA, Lo Celso C, Hozumi K, Watt FM (2006). Jagged 1 is a beta-catenin target gene required for ectopic hair follicle formation in adult epidermis. Development.

[20] Pan Y (2004). gamma-secretase functions through Notch signaling to maintain skin appendages but is not required for their patterning or initial morphogenesis. Dev. Cell.

[21] Chacon-Martinez CA, Klose M, Niemann C, Glauche I, Wickstrom SA (2017). Hair follicle stem cell cultures reveal self-organizing plasticity of stem cells and their progeny. EMBO J..

[22] Blanpain C, Lowry WE, Geoghegan A, Polak L, Fuchs E (2004). Self-renewal, multipotency, and the existence of two cell populations within an epithelial stem cell niche. Cell.

[23] Sato T (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature.

[24] Matsumura H (2016). Hair follicle aging is driven by transepidermal elimination of stem cells via COL17A1 proteolysis. Science.

[25] Lien WH (2011). Genome-wide maps of histone modifications unwind in vivo chromatin states of the hair follicle lineage. Cell Stem Cell.

[26] Zhang P, Andrianakos R, Yang Y, Liu C, Lu W (2010). Kruppel-like factor 4 (Klf4) prevents embryonic stem (ES) cell differentiation by regulating Nanog gene expression. J. Biol. Chem..

[27] Li J (2012). Expression of Kruppel-like factor KLF4 in mouse hair follicle stem cells contributes to cutaneous wound healing. PLoS ONE.

[28] Watt FM, Hogan BL (2000). Out of Eden: stem cells and their niches. Science.

[29] Fujiwara H (2011). The basement membrane of hair follicle stem cells is a muscle cell niche. Cell.

[30] Tucker RP, Ferralli J, Schittny JC, Chiquet-Ehrismann R (2013). Tenascin-C and tenascin-W in whisker follicle stem cell niches: possible roles in regulating stem cell proliferation and migration. J. Cell Sci..

[31] Petersson M (2011). TCF/Lef1 activity controls establishment of diverse stem and progenitor cell compartments in mouse epidermis. EMBO J..

[32] Zhang YV, Cheong J, Ciapurin N, McDermitt DJ, Tumbar T (2009). Distinct self-renewal and differentiation phases in the niche of infrequently dividing hair follicle stem cells. Cell Stem Cell.

[33] Midwood KS, Chiquet M, Tucker RP, Orend G (2016). Tenascin-C at a glance. J. Cell Sci..

[34] Fu H (2017). Tenascin-C is a major component of the fibrogenic niche in kidney fibrosis. J. Am. Soc. Nephrol..

[35] Morris RJ (2004). Capturing and profiling adult hair follicle stem cells. Nat. Biotechnol..

[36] Takagi R (2016). Bioengineering a 3D integumentary organ system from iPS cells using an in vivo transplantation model. Sci. Adv..

[37] Babicki S (2016). Heatmapper: web-enabled heat mapping for all. Nucleic Acids Res..

# Supplementary material for: Expansion and characterization of epithelial stem cells with potential for cyclical hair regeneration
**Source:** Sci Rep. 2021 Feb 10;11:1173. doi: 10.1038/s41598-020-80624-3
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Expansion and characterization of epithelial stem cells with organ-inductive potential for long-term cyclical hair regeneration**

## **Authors:**

Makoto Takeo<sup>1, 7</sup>, Kyosuke Asakawa<sup>1, 7</sup>, Miho Ogawa<sup>1, 2</sup>, JingJing Tong<sup>3</sup>, Tarou Irié<sup>4</sup>, Masayuki Yanagisawa<sup>5</sup>, Akio Sato<sup>6</sup> and Takashi Tsuji<sup>1, 2, 3, 5, 6 \*</sup>

<sup>7</sup> These authors contributed equally to this work.

**b**

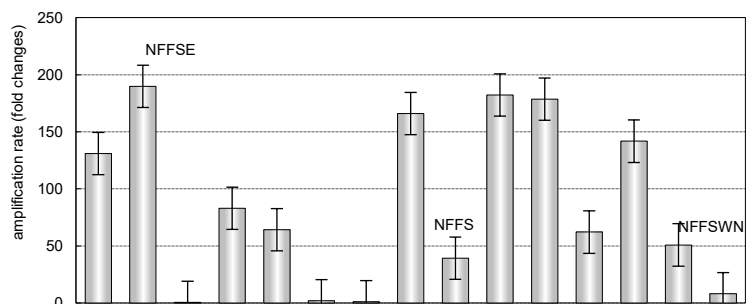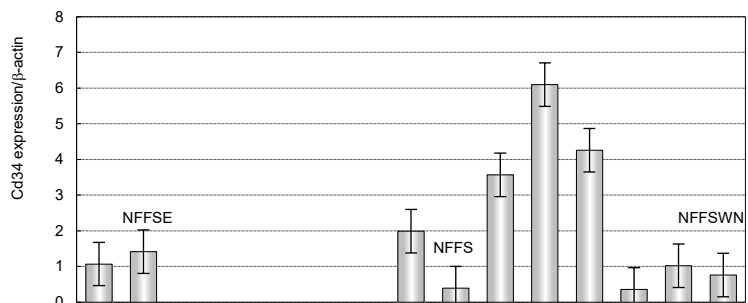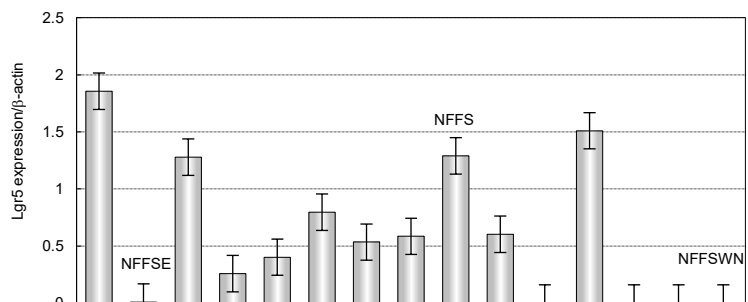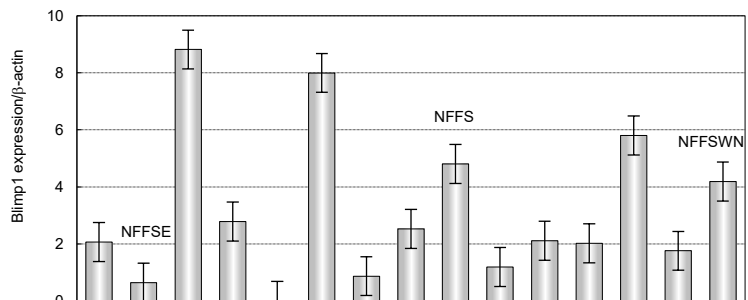

|           |   |   |   |   |   |               |   |   |   |   |   |   |   |
|-----------|---|---|---|---|---|---------------|---|---|---|---|---|---|---|
| Noggin*   | + | + | + | - | - | -             | - | + | + | + | + | + | + |
| EGF       | + | + | - | + | - | -             | + | - | + | + | + | - | - |
| FGF7      | + | + | - | - | + | -             | + | + | + | + | + | + | + |
| FGF10     | + | + | - | - | - | +             | + | + | + | + | + | + | + |
| SAG *     | + | + | - | - | - | +             | + | + | + | + | + | + | + |
| R-spo 1 * | - | - | - | - | - | -             | - | - | - | - | - | + | + |
| Wnt3a *   | - | - | - | - | - | -             | - | - | - | - | + | + | + |
| Dll1 *    | - | - | - | - | - | -             | - | - | - | - | - | + | + |
| Jagged2*  | - | - | - | - | - | -             | - | - | - | - | + | + | + |
| SB431542* | - | - | - | - | - | -             | - | - | - | - | - | - | + |
| <hr/>     |   |   |   |   |   |               |   |   |   |   |   |   |   |
| Matrigel  |   |   |   |   |   | Atelocollagen |   |   |   |   |   |   |   |

**Supplementary Fig. S1. Screening of culture conditions based on the amplification rate and gene expression**

**(a)** Amplification rate of bulge epithelial cells isolated from adult mouse vibrissa cultured in various conditions for 6 days. **(b)** qPCR analysis of indicated markers on cultured cells. Asterisks indicate cytokines that different from previously reported culture method for HFSCs. Data are presented as the mean  $\pm$  SD.

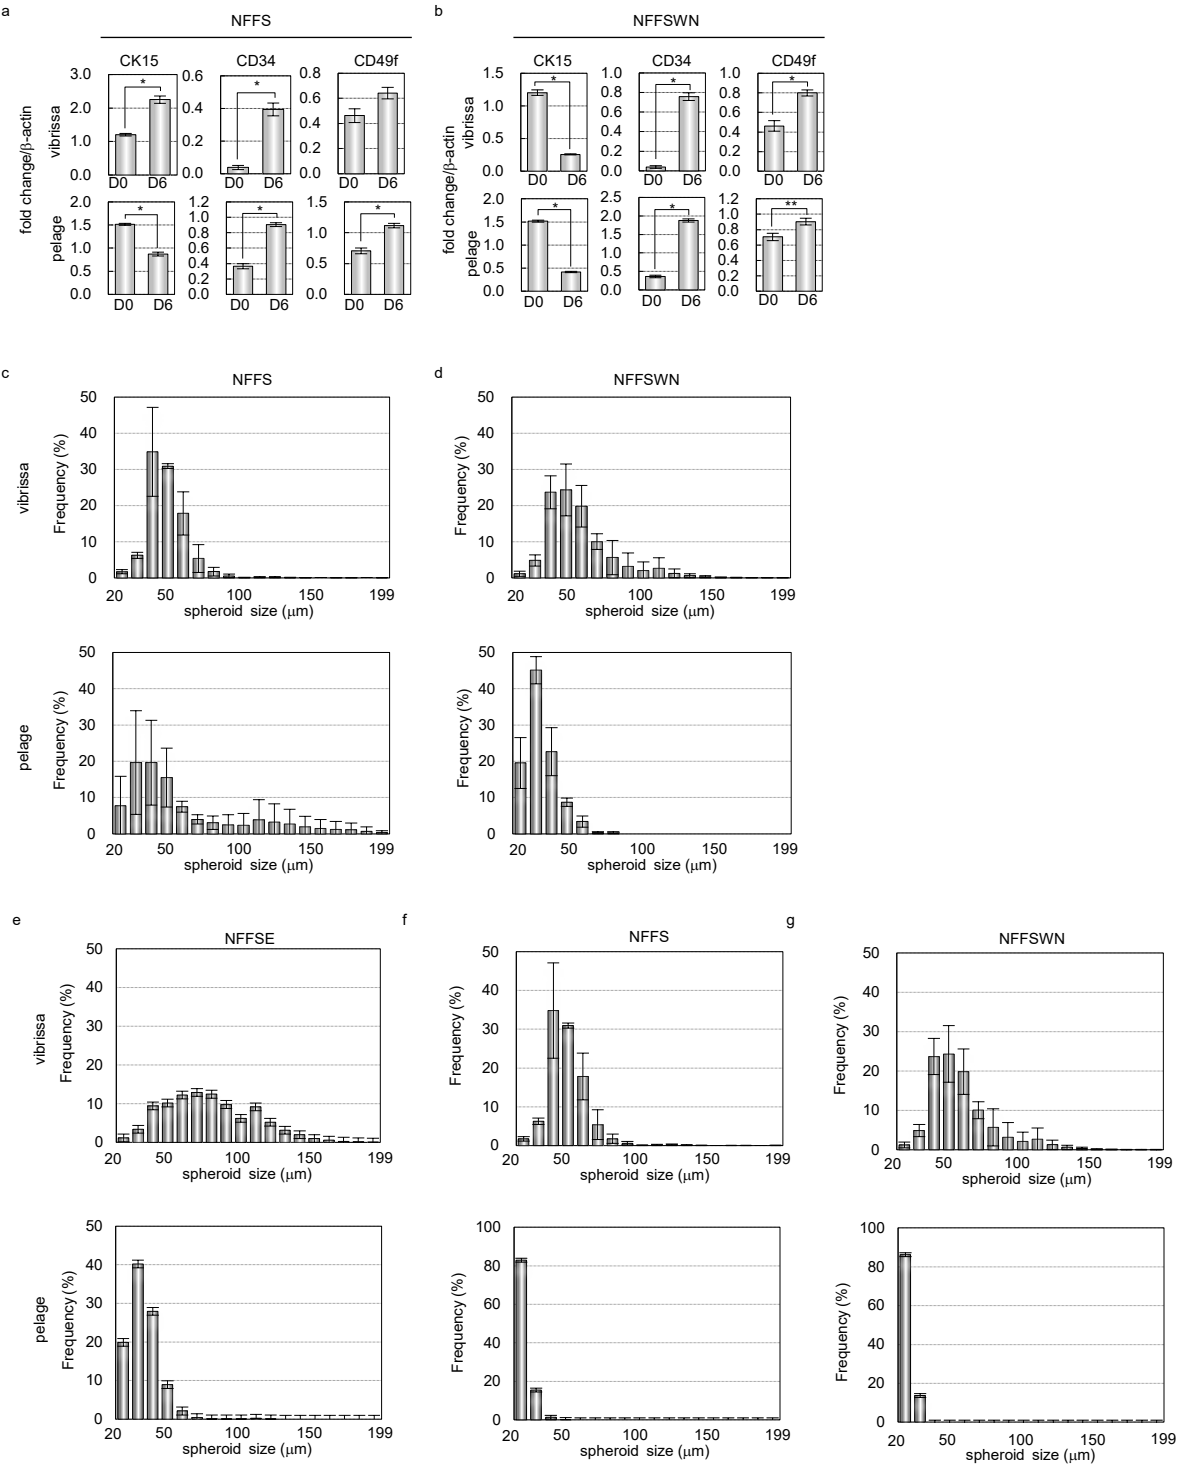

**Supplementary Fig. S2. The gene expression profile and colony size were changed based on the culture conditions.**

**(a and b)** Replicative qPCR analysis of indicated markers on freshly bulge cells and cells cultured in NFFS (a) and NFFSWN medium (b). **(c and d)** Quantification analysis of the size of spheroids cultured in NFFS (c) and NFFSWN medium (d). **(e-g)** Quantification analysis of the size of spheroids passaged in NFFSE (e), NFFS (f), and NFFSWN medium (g). Frequency was calculated from 1,000 spheroids in each condition. Data are presented as the mean  $\pm$  SD. \* $p < 0.001$ ; \*\* $p < 0.005$ .

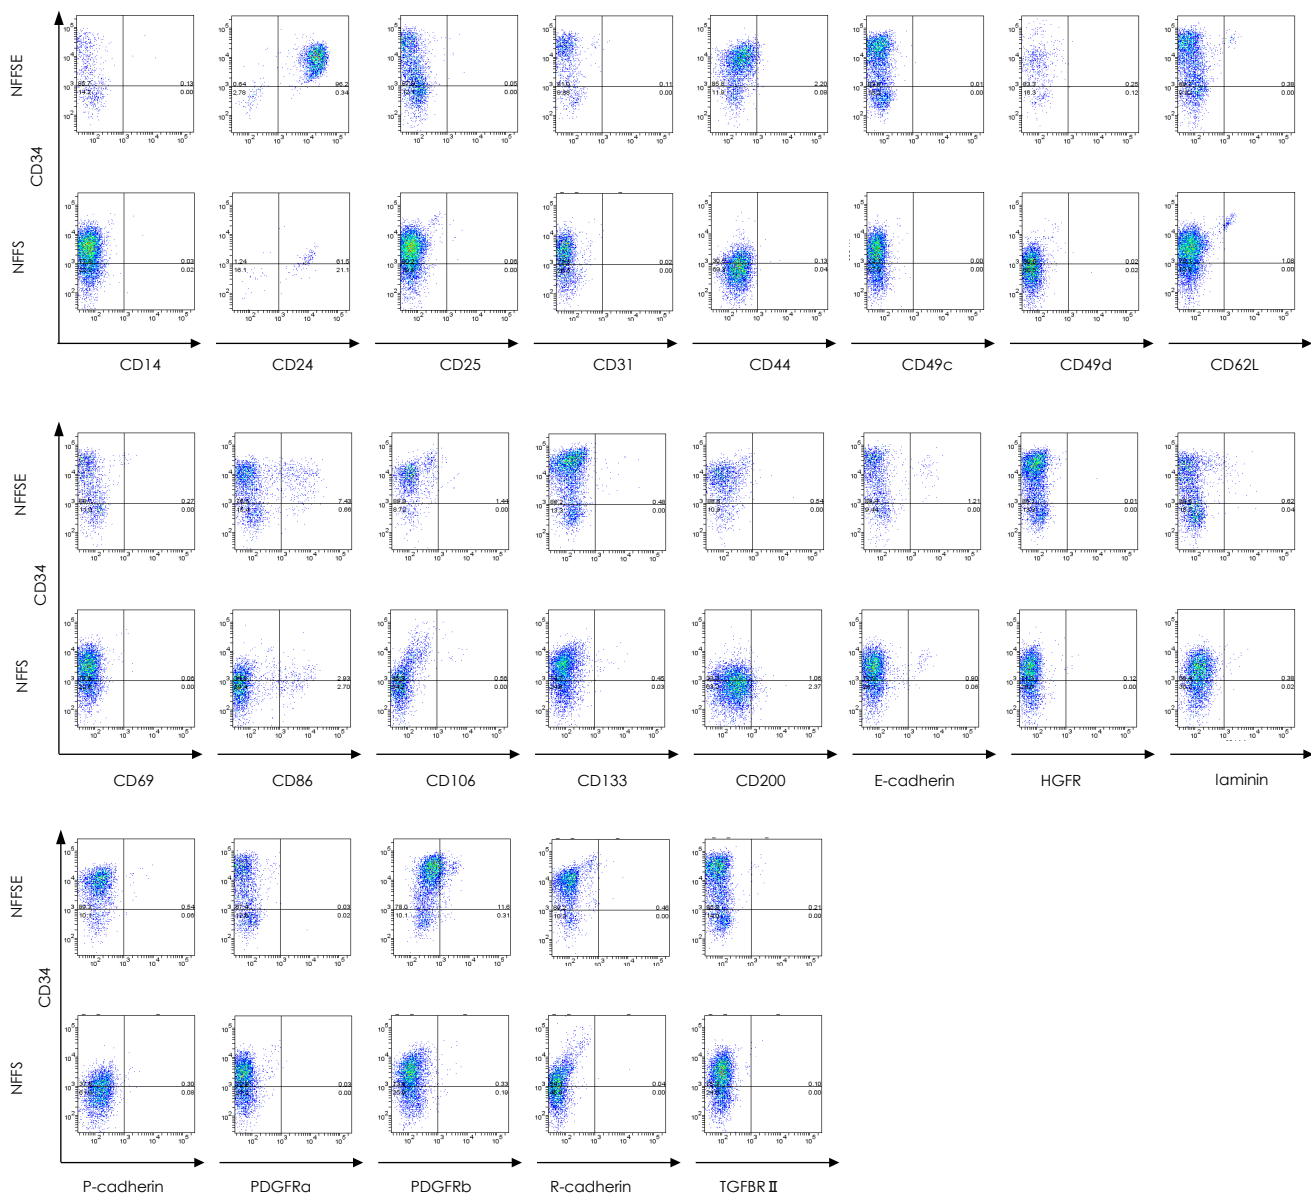

**Supplementary Fig. S3. Comparison of cell surface marker expression among cells cultured in NFFSE and NFFS medium**

Epithelial cells were isolated from the bulge region of adult mouse vibrissae and cultured in either NFFSE or NFFS medium for 6 days. The expression of the indicated cell surface markers was analyzed by FACS.

a

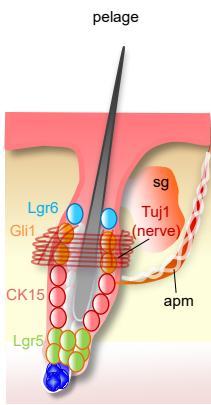

b

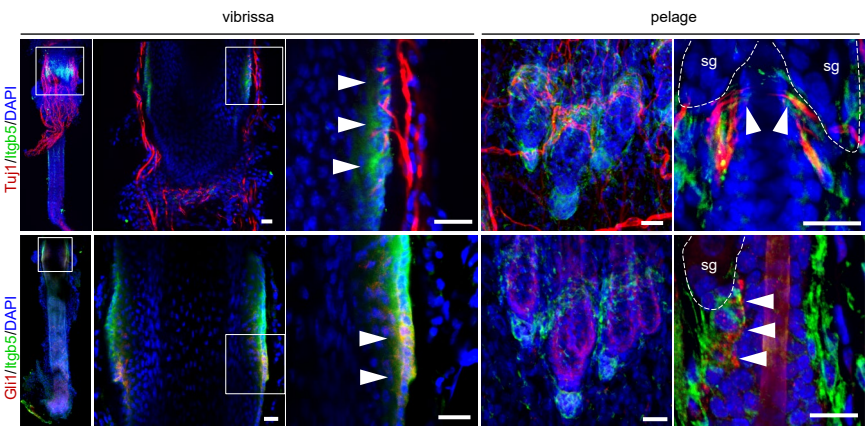

**Supplementary Fig. S4. Spatial relationship between Itgb5+ cells and previously reported upper bulge markers**

Schematic illustration of upper bulge markers. (b) Immunofluorescence of the indicated markers on native mouse vibrissa and pelage HF. Middle and right panels of vibrissa indicate a high magnification of the boxed area in the left and middle panels. Arrowheads indicate the co-expression of the indicated markers. sg, sebaceous gland. Scale bars, 20  $\mu$ m.

a

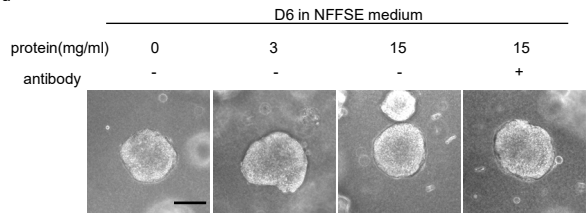

b

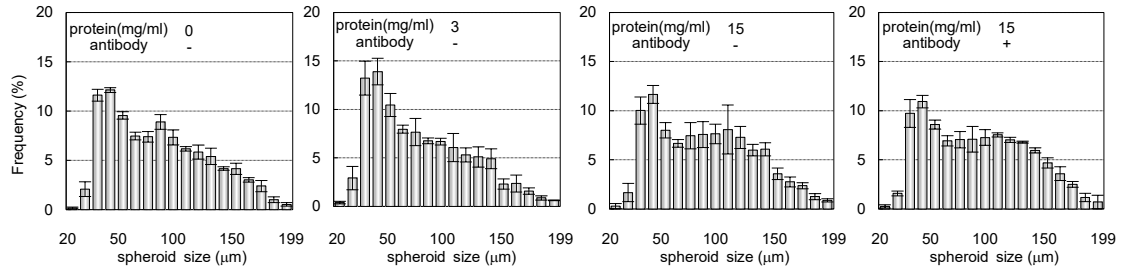

**Supplementary Fig. S5. *In vitro* functional analysis of TN-C on CD34+/CD49f+/Itgβ5+ cells**

**(a)** Phase contrast images of spheroids cultured for 6 days in NFFS with recombinant TN-C protein and anti-TN-C neutralizing antibody as indicated. **(b)** Quantification analysis of the size of spheroids cultured in indicated conditions. Frequency was calculated from 1,000 spheroids in each condition. Data are presented as the mean  $\pm$  SD. Scale bars, 20  $\mu$ m.

**Table S1. Media compositions.****a. NFFS medium**

| REAGENTS                | SOURCE            | IDENTIFIRE  | CONCENTRATION |
|-------------------------|-------------------|-------------|---------------|
| Advanced DMEM/F12       | Gibco             | 12634010    | -             |
| GlutaMax Supplement     | Gibco             | 35050061    | 1x            |
| HEPES                   | Gibco             | 15630-080   | 1x            |
| N2 Supplement           | Gibco             | 17502001    | 1x            |
| B-27 Supplement         | Gibco             | 17504044    | 1x            |
| Murine Noggin           | PEPRO TECH        | 250-38      | 50ng/ml       |
| Recombinant Mouse FGF7  | R&D Systems       | 5028-KG     | 50ng/ml       |
| Recombinant Mouse FGF10 | R&D Systems       | 6224-FG-025 | 50ng/ml       |
| SAG                     | Enzo Life Science | ALX-270-426 | 50ng/ml       |

**b. NFFSE medium**

| REAGENTS    | SOURCE     | IDENTIFIRE | CONCENTRATION |
|-------------|------------|------------|---------------|
| NFFS medium |            |            | -             |
| Murine EGF  | PEPRO TECH | 315-09     | 50ng/ml       |

**c. NFFSNW medium**

| REAGENTS                     | SOURCE      | IDENTIFIRE  | CONCENTRATION |
|------------------------------|-------------|-------------|---------------|
| NFFS medium                  |             |             | -             |
| Recombinant Mouse Wnt-3a     | R&D Systems | 1324-WN-010 | 50ng/ml       |
| Recombinant Mouse R-spondin1 | R&D Systems | 3474-RS-050 | 1µg/ml        |
| Recombinant Mouse Dll1       | R&D Systems | 550-20531   | 1µg/ml        |
| Recombinant Mouse Jagged-2   | R&D Systems | 4748-JG-050 | 1µg/ml        |
| SB431542                     | TOCRIS      | 1614        | 50ng/ml       |

**Table S2. Antibodies list for FACS analysis.**

| Antibodies                           | HOST   | DILUTION | SOURCE        | IDENTIFIRE |
|--------------------------------------|--------|----------|---------------|------------|
| FITC anti-mouse CD14                 | Rat    | 1:50     | BD PharMingen | 09471D     |
| Anti-CD24                            | Rat    | 1:50     | abcam         | ab64064    |
| FITC Anti-mouse CD25                 | Rat    | 1:50     | BD PharMingen | 01094D     |
| Anti-CD31                            | Rabbit | 1:50     | abcam         | ab28364    |
| CD34 Monoclonal Antibody, eFluor 660 | Rat    | 1:50     | eBioscience   | 4329945    |

|                                    |         |         |                              |             |
|------------------------------------|---------|---------|------------------------------|-------------|
| Anti-mouse CD44                    | Rat     | 1:50    | BD PharMingen                | 553724      |
| Anti-CD49c                         | Mouse   | 1:50    | BD Transduction Laboratories | 611044      |
| Anti-mouse CD49d                   | Rat     | 1:50    | BioLegend                    | 103708      |
| PE Anti-human/mouse CD49f antibody | Rat     | 1:50    | BioLegend                    | 313612      |
| FITC Anti-mouse CD62L              | Rat     | 1:50    | BD PharMingen                | 01264D      |
| FITC Anti-mouse CD69               | Hamster | 1:50    | BD PharMingen                | 01504D      |
| Anti-mouse CD86                    | Rat     | 1:50    | BD PharMingen                | 09270D      |
| Anti-mouse CD106                   | Rat     | 1:50    | BD PharMingen                | 550547      |
| Anti-CD133                         | Rabbit  | 1:50    | abcam                        | ab16518     |
| Anti-CD200                         | Rat     | 1:50    | abcam                        | ab33734     |
| FITC Anti-E-Cadherin               | Mouse   | 1:50    | BD Biosciences               | 612130      |
| Anti-mHGF Receptor                 | Goat    | 1:50    | R&D systems                  | AF527       |
| Anti-integrin beta 5               | Sheep   | 1:50    | R&D systems                  | AF8035      |
| Anti-Laminin antibody              | Rabbit  | 1:50    | abcam                        | ab11575     |
| Anti-P-Cadherin                    | Rat     | 1:50    | R&D systems                  | MAB761      |
| Anti-PDGF Receptor alpha           | Rabbit  | 1:50    | abcam                        | ab61219     |
| Anti-PDGF Receptor beta            | Rabbit  | 1:50    | abcam                        | ab32570     |
| Anti-TGF beta Receptor II          | Rabbit  | 1:50    | abcam                        | abcam       |
| Anti-Rat IgG, Alex Fluor 488       | Donkey  | 1:1,000 | Invitrogen                   | A21208      |
| Anti-Rabbit IgG, Alex Fluor 488    | Donkey  | 1:1,000 | Invitrogen                   | A21206      |
| Anti-Mouse IgG, Alex Fluor 488     | Donkey  | 1:1,000 | Invitrogen                   | A21202      |
| BV421 Anti-Sheep IgG               | Donkey  | 1:1,00  | Jackson ImmunoResearch       | 713-675-147 |

**Table S3. Primers list for real-time qPCR.**

| Primers | NCBI Gene ID | sequence                  |
|---------|--------------|---------------------------|
| Actb    | 11461        | tgacaggatgcagaaggaga      |
|         |              | gctggaaggtggacagtga       |
| CD34    | 12490        | aagaccacaccagccatctc      |
|         |              | ggggaagtctgtggtgtga       |
| CD49f   | 16403        | aaggcctctctcgttcttcg      |
|         |              | gggagcttgatattctgagcag    |
| CK15    | 16665        | acaacatgctgctggacatc      |
|         |              | gcttctcccagggtacttc       |
| Lhx2    | 16870        | cctactacaacggcgtgggcactgt |
|         |              | gtcacgatccaggtgttcagcatcg |
| Sox9    | 20682        | cgtggacatcggtgaactga      |
|         |              | ggtggcaagtattggtcaaacctc  |
| Col17a1 | 12821        | gaggggaacaaaggagagaaagg   |
|         |              | aagaaccgggtcccagatacttg   |
| Lgr5    | 14160        | tccaacctcagcgtcttcac      |
|         |              | ccttggaatgtgtgtcaaagc     |
| Lrig1   | 16206        | ggtcctctatccaagcaacc      |
|         |              | acgtaggagaaggctttaggtc    |
| Blimp1  | 12142        | atgtctgtgccaagacgttc      |
|         |              | ccaagtgtgtttctgcaggtg     |

**Table S4. Antibodies list for immunohistochemistry.**

| Antibodies                        | HOST    | DILUTION | SOURCE      | IDENTIFIRE |
|-----------------------------------|---------|----------|-------------|------------|
| Anti-Cytokeratin 15               | Chicken | 1:100    | BioLegend   | 833904     |
| Anti-CD34                         | Rat     | 1:50     | eBioscience | 14-0341-82 |
| Anti-CD49f                        | Rat     | 1:100    | BioLegend   | 313613     |
| Anti-GFP                          | Chicken | 1:100    | abcam       | ab13970    |
| Anti-Blimp1                       | Mouse   | 1:50     | Santa Cruz  | sc-66015   |
| Anti-integrin beta 5              | Rabbit  | 1:50     | abcam       | ab15459    |
| Anti-Tenascin C                   | Rabbit  | 1:50     | abcam       | ab108930   |
| Anti-Tenascin N                   | Rabbit  | 1:50     | LsBio       | LS-C160093 |
| Anti-Chicken IgY, Alexa Fluor 594 | Goat    | 1:200    | Invitrogen  | ab150172   |
| Anti-Rat IgG, Alex Fluor 488      | Donkey  | 1:200    | Invitrogen  | A21208     |
| Anti-Mouse IgG, Alex Fluor 488    | Donkey  | 1:200    | Invitrogen  | A21202     |
| Anti-Rabbit IgG, Alex Fluor 488   | Donkey  | 1:200    | Invitrogen  | A21206     |

How the deposited data were processed for this re-analysis (not part of the article)

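Bulge epithelial cells of vibrissa follicles from mice of 7 to 8 weeks were divided between NFFSE medium, which holds EGF, and NFFS medium, which does not, and cultured for 6 days in atelocollagen gel at 1%. The experiment was performed 3 times and gave 6 arrays, 3 for each medium, which the sample labels call biological replicates. The deposited values are the authors' intensity values on a linear scale for 45101 probe sets of an Affymetrix mouse genome array, computed with MAS5 according to the submitters' processing notes, in a version not given in the sources used here. The methods name Affymetrix GeneChip Command Console and Transcriptome Analysis Console for the arrays and, for P values in general, a two-tailed test in Excel (the methods' t-test), and the paper's text names no threshold or filter for the arrays. Each array had been scaled by the authors to the same mean over its probe sets without the lowest and highest 2%, which was checked on the values. No scanner values or detection calls were used here, so that background correction and probe set summary are the authors' and could not be changed. The arrays of TA cells that Fig. 2m clusters with these cultures were not analysed here.

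Of the probe sets, 64 were Affymetrix controls and were left out of the tests, 34945 were listed with 1 gene symbol, 932 with several and 9160 were not listed with a gene. Probe sets with several symbols or none were given no name. The gene numbers of 34741 named probe sets were found in a table of mouse genes of GRCm38.p6, and 0 symbols had to be updated. Each of the 18193 genes was read from its probe set with the highest mean over the 6 arrays. Runx2, which Fig. 2n prints, had no probe set under its name alone and was not analysed here. Probe sets of near-identical genes, such as Krt6a and Krt6b, can take up signal from each other.

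The log2 signals were fitted with limma 3.58.1 in R 4.3.3 (a linear model with moderated variances and an intensity trend), as NFFSE minus NFFS, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The number of arrays limits the precision. Signal means and SDs are on the linear scale, and folds are the antilogs of the log2 differences. Gene lists were tested with camera at a preset correlation between genes of 0.01, adjusted over 35 lists, which held 465 members of which 441 were measured. The lists covered the bulge, the hair matrix, the hair shaft, basal keratins, epidermal differentiation, the isthmus, the sebaceous gland, ERK output, EGFR ligands, immediate early genes, the KLF family, the cell cycle, WNT, hedgehog, BMP and NOTCH targets, integrins, matrix genes, migration, the FACS and qPCR panels, cholesterol synthesis, glycolysis, hypoxia, stress, p53, inflammation, interferon, the clock and 6 other cell types (fibroblasts, melanocytes, leukocytes, endothelium, Merkel cells, and smooth muscle with Schwann cells). Of these, 14 lists passed the threshold, 11 higher and 3 lower in NFFSE, and 0 did so with an estimated correlation in camera (lowest adjusted p = 0.23), whereas fry, which tests a list without comparing it with other genes, called 25. Median differences of lists are over their measured members. Arrays were clustered by average linkage on 1 minus Pearson's correlation.

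The genes named are those that the paper prints for this experiment or its qPCR and FACS panels, the 10 largest increases and the 10 largest decreases among genes past the threshold with no overlap between the arrays of the media and a mean at or above the 60th percentile in the higher medium, and up to 4 members of each list with the smallest p. Other members, named to complete a count or as well-known markers, were chosen after their values were seen. Genes were called dim where both means lay below the 40th percentile. A signal at or under 22.7, the highest of 18 values of the TrpnX control probe sets, for a transcript not present in mouse cells, was called background, a rule chosen after seeing the data. Where arrays of the lower medium were at background, the fold is given as at least the ratio of the brighter mean to that of the higher of 22.7 and each array's own signal (means of log2 signals), and no fold is given where both media were at background.

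The RNA quality of the arrays was checked on the 3' and 5' control probe sets, which differed between the media for Gapdh. The same log2 measure for Tfrc was 1.20 ± 0.38 (SD, n = 3) in NFFSE and 0.97 ± 0.26 (SD, n = 3) in NFFS (exact permutation test, two-sided, p = 0.4), and the spiked bacterial controls gave p = 1 for the poly-A spikes and p = 0.4 for the hybridization spikes in the same exact test. The replicate numbers were taken to pair the arrays, since the cells of each repeat were divided between the media according to the series design. The main fit, camera and the exact tests did not use these pairs, and the replicate number entered only as a block in an alternative. Over only the splits that part all pairs, the exact tests could not reach p = 0.1. The deviations from the means of the media correlated between arrays of the same number with r = 0.277, 0.132 and 0.147 across genes at or above the 40th percentile, and with r = 0.0656, 0.0424 and 0.0367 across all genes, which are not independent replicates, and each array correlated best with its own number in the other medium.

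The fit was tested on simulated data with the real genes' means and spread for NFFSE against NFFS, over 18193 genes with 50 genes changed at each of 4 sizes. It recovered 4% of those changed by 0.5, 52% at 1, 84% at 2 and 94% at 3 on the log2 scale, and 3 unchanged genes were called (2.5% of the calls). Far fewer genes were changed in the simulation than the 4773 called in the arrays, which makes the adjustment stricter. The shares recovered are therefore not the power of the main fit. The camera test recovered the 1 list shifted in the simulation and called 1 other. No conclusion on correlated genes is drawn from that run. The alternatives tried were quantile normalization, arrays centered on their medians, the mean of all probe sets of a gene, every probe set by itself, the probe set with the smallest p for the genes of Fig. 2n, a floor at the 20th percentile, log2 of the signal plus 16, a filter at the 40th percentile, no intensity trend, the replicate number as a block, leaving out each array, the methods' t-test with and without adjustment, thresholds with a 2-fold change, an estimated correlation and fry for the lists, and for the clustering Spearman's correlation, the 1000 most variable genes, the filter, complete linkage and quantile normalization. Lists without the genes printed in Fig. 2n, and the floor and the added 16 with each gene read from its probe set of the main setting, were added after seeing the data, since the probe set with the highest mean was chosen again in each other setting and could change.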

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

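The tests of leukocytes, fibroblasts, smooth muscle or dermal sheath cells, basal cells, other probe sets and scaling in this part were chosen only after the results were seen.

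The following groups of genes, which the paper does not discuss, stood above their level in NFFS medium. The inflammatory genes had a median log2 difference of 2.80 (2.29 with genes at background set to their bound), and 11 of 14 were higher in NFFSE and 3 did not pass the test (12 higher when adjusted over the list alone; adjusted p = 7.0e-11, camera; adjusted p = 0.23 with an estimated correlation, the highest over the alternatives, whose lowest was 1.2e-12). Besides the chemokines and alarmins among the largest increases, Cxcl1, a neutrophil chemokine, was 17.1-fold higher. The hypoxia genes had a median of 2.50, with 8 of 10 higher and 2 not past the test, the same over the list alone (adjusted p = 6.0e-07, camera; adjusted p = 0.32 with an estimated correlation, the highest over the alternatives, whose lowest was 3.1e-09), among them Bnip3, a mitophagy receptor (11.6-fold), the prolyl hydroxylase Egln3 (8.90-fold), the peptide hormone Adm (8.85-fold) and Ndrg1 (2.89-fold). The glycolysis genes had a median of 1.40, with 10 of 11 higher and 1 not past the test, the same over the list alone (adjusted p = 3.7e-10, camera; adjusted p = 0.23 with an estimated correlation, the highest over the alternatives, whose lowest was 9.4e-12), among them the phosphofructokinase Pfkl (6.68-fold, a log2 difference of 2.74 that was 1.83 with the mean of its probe sets), Tpi1 (3.29-fold), Aldoa (2.67-fold) and the lactate dehydrogenase Ldha (2.65-fold). The EGFR ligands had a median of 2.28, with 5 of 6 higher and 1 not past the test, the same over the list alone (adjusted p = 1.7e-05, camera; adjusted p = 0.23 with an estimated correlation, the highest over the alternatives, whose lowest was 4.6e-06), namely Ereg, Epgn (9.37-fold), Hbegf (8.34-fold), Btc (2.81-fold) and Tgfa (2.15-fold). The genes of migration and proteases had a median of 1.69, with 7 of 12 higher, Vim lower and 4 not past the test, the same over the list alone (adjusted p = 0.0018, camera; adjusted p = 0.43 with an estimated correlation, the highest over the alternatives, whose lowest was 2.3e-04), among them the matrix metalloproteinases Mmp3 (22.4-fold) and Mmp10 (20.7-fold) and the urokinase Plau (4.05-fold). The epidermal differentiation genes had the median of 1.00 given beside the paper's results. The basal and outer root sheath keratins had a median of 0.62, with 4 of 7 higher and 3 not past the test, or 5 higher when adjusted over the list alone (adjusted p = 0.0033, camera; adjusted p = 0.43 with an estimated correlation, the highest over the alternatives, whose lowest was 4.3e-04). These 4 were the wound keratins Krt6b (10.1-fold), Krt16 (6.73-fold) and Krt6a (1.53-fold) and the basal keratin Krt14 (1.77-fold), and the call of Krt6a, a near-identical paralog of Krt6b, ended without NFFS replicate 3 (adjusted p = 0.077, limma), NFFSE replicate 2 (0.081) or NFFSE replicate 3 (0.068), in a range of 0.0019 to 0.12 over the alternatives. The calls of Krt6a and Krt14 ended with the methods' t-test after adjustment, and that of Krt6a also with the floor or without the intensity trend. The cholesterol synthesis genes had a median of 0.50, with 8 of 14 higher and 6 not past the test, 11 higher when adjusted over the list alone and 5 higher with quantile normalization (adjusted p = 1.3e-04, camera; adjusted p = 0.38 with an estimated correlation, the highest over the alternatives, whose lowest was 1.7e-06), among them the enzymes Nsdhl (1.46-fold), Pmvk (1.71-fold), Fdps (1.41-fold) and Sqle (1.74-fold). The call of Sqle ended without NFFSE replicate 2 (adjusted p = 0.064, limma) or NFFSE replicate 3 (0.056), in a range of 7.5e-04 to 0.15, and also with the floor, without the intensity trend or with the methods' t-test after adjustment, and that of Fdps, with a log2 difference of 0.50, with quantile normalization (0.23), the mean of its probe sets (0.83) or without the trend. The stress response genes had a median of 0.30 (0.19 to 0.50 over the alternatives), with 5 of 12 higher, Chac1 lower and 6 not past the test, or 7 higher and 1 lower when adjusted over the list alone (adjusted p = 0.0083, camera; adjusted p = 0.51 with an estimated correlation, the highest over the alternatives, whose lowest was 3.9e-04). The 5 were Psat1 (2.70-fold), Asns (2.07-fold), Trib3 (2.74-fold), Herpud1 (1.65-fold) and Sesn2 (1.87-fold). The call of Herpud1 ended without the intensity trend (adjusted p = 0.054, limma) and with the methods' t-test after adjustment (0.075, in a range of 0.0021 to 0.075 over the alternatives), and the calls of Trib3 (0.076, range 3.4e-04 to 0.076) and Sesn2 (0.073, range 0.0022 to 0.073) with the latter. The call of Chac1 ended under both other scalings, with the floor, no trend or the methods' t-test after adjustment and without any 1 array except NFFS replicate 1 (adjusted p = 0.086 to 0.15, limma, in a range of 6.5e-04 to 0.24 over the alternatives), and the call of the list ended without NFFS replicate 1 (adjusted p = 0.078, camera) and with fry (0.055, in a range of 3.9e-04 to 0.51).

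The chemokine and alarmin genes could have come from leukocytes in the NFFSE cultures. The median log2 difference of 11 leukocyte markers was -0.0015 (SD 0.59 between markers, 9 of them dim in both media), against 2.80 for the inflammatory genes, and 0 of them passed the test in limma, also at an unadjusted p under 0.05 and in the methods' t-test after adjustment, which argues against leukocytes as their main source, although Ptprc, a dim marker, was called higher with the floor or without the intensity trend. The median of the inflammatory list was at least 2.94 under quantile normalization and median centering. These moved the median log2 difference of all genes only from -0.011 to 0.068 and 0.19. The kept rise therefore shows only that both shifts were small beside it, and no conclusion on scaling is drawn. A response of the epithelial cells to EGF remains a hypothesis, since these arrays hold no time course or inhibitor. The paper also reports smaller colonies and less amplification without EGF. Whether these differences bear on the groups above, such as the hypoxia and glycolysis genes, was not tested.

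Postn, Fstl1, Mfap2, Cdh11 and Tagln, with a median log2 difference of -5.51 when signals at background are set to 22.7, might have come from dermal cells in the NFFS cultures. Of the 12 markers of fibroblasts and dermal papilla cells, 5 were lower (Sparc, Col6a1, Thy1, Col1a2 and Vim) and 0 were higher in limma, with a median of -1.03 (SD 1.44 between markers, 5 of them dim in both media) that was -0.54 without NFFSE replicate 1 and -1.23 to -0.43 over the alternatives, and the list was called lower under some of the alternatives (adjusted p from 0.0023 to 0.32, camera or fry), as was Dcn with the filter (adjusted p = 0.047, limma, range 0.047 to 0.80). Of Myh11, Des and Acta2, expressed by smooth muscle or the dermal sheath, Acta2 was 3.01-fold lower, Des and Myh11 were dim, Myh11 with 2 of 3 arrays at background in each medium, and the median was -0.68 (SD 0.71). With members that fell and others too dim to decide, neither cell type can be told apart from a change in follicle epithelium that expresses these genes, which was not tested. Among Postn, Fstl1, Mfap2, Cdh11 and Tagln, the smallest drop under the other scalings was -4.56 on the log2 scale. Both scalings moved the median of all genes far less, so that no conclusion on scaling is drawn from this.

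The bulge stem cell markers moved apart, with Cd34 and Itga6 higher and Krt15 and Lhx2 lower in NFFSE. A smaller share of basal cells might lower markers such as Krt15, but among Krt5, Krt14, Itgb1 and Itgb4, basal cell genes outside the list that were chosen after their values were seen, the lowest log2 difference was 0.34, for Krt5, 3 of 4 were higher past the threshold in limma, a call that ended for Itgb1 with the mean of its probe sets (log2 difference from 0.62 to 0.33) and for Krt14 with the methods' t-test after adjustment (adjusted p = 0.067, range 3.8e-04 to 0.067 over the alternatives), and 0 were lower. All 16 changed bulge markers kept their direction under quantile normalization and median centering. Median centering moves all genes by the same amount, smaller than the difference of any of these 16, so that it could not turn them. Quantile normalization moved the median log2 difference of all genes only from -0.011 to 0.068. The smallest difference among the 16 was 0.74, for Col17a1, so that a turn was unlikely there too. The kept directions therefore show only that both shifts were small beside these differences, and no conclusion on scaling is drawn from them. Of the 8 changed markers with another bright probe set, 0 had one that went the other way past the threshold in limma. The values of the basal cell genes and of the other probe sets argue against a loss of basal cells and the choice of probe set as the whole cause. A change of the cells' state with EGF, the difference between the media, is a candidate explanation that was not tested.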

How the results depend on the processing

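The lists without the genes printed in Fig. 2n and the floor and the added 16 with each gene's probe set kept were chosen after the data were seen. Under quantile normalization 4272 of the 4773 changed genes were also called, under median centering 3786, and with the replicate number as a block 4695. The block called 5138 genes (2171 higher and 2967 lower). It changed the calls of the sebaceous gland genes (adjusted p = 0.033, camera, in a range of 0.016 to 0.32 over the alternatives), the qPCR panel (0.041, range 0.0081 to 0.53) and Tnc (0.046, limma, range 0.017 to 0.24), and no other call among the named genes and lists. Among the values of named genes under an alternative, 3147 kept their direction and side of the threshold, 227 lost their call, 28 gained one and 18 turned their direction, and among those of lists 543, 31, 32 and 28 did so. The 10 splits of the arrays into 3 and 3 are too few for a share under 0.05. In 1 of 10 splits, the real one, 4773 genes were called, and the highest of the others called 0 in limma (256 to 758 genes at an unadjusted p under 0.05). For the lists, 1 of 10 splits, the real one, gave 14 calls and the highest of the others 8, and the 3 other splits that part all 3 pairs gave 2 to 7. The floor or the added 16 read 182 and 97 genes from another probe set, among the named genes S100b, Hhip and Myh11. With the probe sets kept, S100b was -0.80 and -0.46, the same lists turned, the bulge list was again not called with the floor (-1.18), and the added 16 called 17 lists. Low signals limit what the arrays show, since the values near background, up to 22.7, vary most on the log2 scale.

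The count of changed genes was 8218 over every probe set, 2964 with the methods' t-test after adjustment, 2298 with a 2-fold change beside the adjusted p and 2746 with a 2-fold change beside the unadjusted p. The higher genes numbered 3236, 1262, 921 and 1166 in these settings and 1323 without the intensity trend, and the lower genes 4982, 1702, 1377 and 1580 and, with median centering, 1784. More probe sets tested, an added fold threshold and the moved center follow from the settings themselves, and the cause of the other differences was not tested. Leaving out 1 array gave 3535 to 4803 changed genes, 1403 to 2099 higher and 2132 to 2704 lower. Of the genes of Fig. 2n, 11 to 13 passed the test without 1 array (11 without NFFSE replicate 3 and 12 without NFFSE replicate 2), and 11 to 14 over all alternatives. The number of lists called was 13 to 16 without 1 array, 25 with fry and 0 with an estimated correlation. The difference between the correlations within and between media was 0.257 over the 1000 most variable genes and 0.0996 after the filter, against 0.0325, and both media stayed apart in every clustering.

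The median of the bulge list was -1.12 with the mean of all probe sets, -1.18 with the floor, -1.18 with the filter and -1.18 without the trend, all no longer called, as with an estimated correlation (-1.18), and -1.32 to -1.05 without 1 array (adjusted p from 0.0059 to 0.43 over the alternatives, camera or fry). That of the epidermal differentiation list was not called with an estimated correlation (1.00) and was 0.74 to 1.10 without 1 array (range of adjusted p 1.6e-07 to 0.32). That of the hair matrix list turned to 0.035 with median centering, 0.055 with the mean of all probe sets and 0.039 without NFFSE replicate 3, was -0.25 to 0.039 without 1 array, and was called by fry (-0.17; range of adjusted p 0.020 to 0.97).

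Medians of lists that were not called also turned. With quantile normalization they were -0.17 for the FACS panel, 0.15 for melanocyte markers and 0.053 for leukocyte markers. With median centering they were 0.089 for the cell cycle, 0.18 for melanocyte and 0.20 for leukocyte markers. With the mean of all probe sets they were 0.041 for leukocyte and -0.17 for Merkel cell markers. The floor gave -0.062 for the FACS panel and 0.0495 for melanocyte markers, the added 16 gave 0.0077 for melanocyte markers, and the filter gave -0.091 for NOTCH targets, -0.011 for clock genes and 0.036 for melanocyte markers. Without the genes of Fig. 2n the clock genes gave -0.011. Leaving out 1 array turned the hair shaft genes (-0.19 to 0.33), the FACS panel (-0.014 without NFFS replicate 1 and -0.0055 without NFFSE replicate 3, up to 0.065) and the melanocyte markers (-0.19 to 0.34, with 0.22 without NFFS replicate 2, 0.055 without NFFS replicate 3 and 0.025 without NFFSE replicate 2). Of single genes, the mean of all probe sets turned Tnc to -0.79, Tyrp1 to 0.38, Sox10 to -0.10, Isl1 to -0.22, S100b to 0.58, Col1a1 to -0.0032, Lama3 to -0.18 and Tgfbr2 to 0.96, S100b, then read from its other probe set, also turned with the floor (1.25) and the added 16 (0.96) and was called higher (adjusted p = 0.044 and 0.028, limma, in a range of 0.028 to 0.54), and Des turned with median centering (0.0103). Without 1 array, Tnn, at background, ranged from -0.16 to 0.47, Col1a1 from -0.055 to 0.60 (turned without NFFS replicate 3), Col3a1 from -0.11 to 0.21 (turned without NFFS replicate 2 and, at -0.046, NFFSE replicate 2) and Des from -0.43 to 0.00016 (turned without NFFSE replicate 2). The cause of these changes was not tested.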

Differences from the paper's values

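The only value of the paper compared for these arrays was the count of genes in Fig. 2n. It was 15 in the figure and 13 past the threshold here, which was not counted as a difference. The study chose these genes on the same arrays, so that this is no independent check. No test in this part was chosen after the results were seen. The paper's text states no threshold for the arrays, so that the count of Fig. 2n is set beside tests at thresholds that may differ from the paper's, and with the probe set of the smallest p 14 genes of the figure passed the test. That choice of probe set favors a call, for Arntl2 as for the others, and its count is not independent evidence. Fig. 2n shows Arntl2 as differentially expressed and higher in NFFSE. Here its 3 NFFSE signals lay above its 3 NFFS signals (chance parts the media, in either direction, for 10% of genes), and its log2 difference was 0.83 with the adjusted p of 0.051 from limma, in a range of 0.020 to 0.12 over the alternatives set before the data were examined. It passed the threshold with quantile normalization (0.020), median centering (0.024), the mean of all probe sets (0.0499), the filter (0.022), without NFFS replicate 3 (0.032) and with its probe set of the smallest p. The other 13 genes of the figure that were measured were higher past the threshold. Runx2 was not analysed here.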

Other observations

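The test of ERK output and the fit with the added 16 and each gene's probe set kept were chosen only after the results were seen. Targets of hedgehog signaling were lower in NFFSE, although both media held SAG, its agonist. Gli1, a transcription factor induced by the pathway, had a signal of 121 ± 36.3 (SD, n = 3) in NFFSE and 971 ± 95.1 (SD, n = 3) in NFFS (8.25-fold lower), and Ptch1, the receptor that the pathway induces, was 10.5-fold lower, both past the threshold in limma and with the same count when adjusted over the list alone, whereas Hhip was at background in both media. The median log2 difference of the 3 genes was -3.04 (adjusted p = 0.0035, camera, with adjusted p = 0.32 with an estimated correlation, in a range of 7.5e-04 to 0.32 over the alternatives). Of 11 targets of WNT signaling, Lgr5, Lef1 and the ubiquitin ligase Znrf3 were lower and 8 did not pass the test, with the same counts when adjusted over the list alone (median log2 -0.49, adjusted p = 0.083, camera, and 0.035 with median centering, in a range of 0.0081 to 0.47). This median was -0.30 without NFFS replicate 1 and -0.18 without NFFSE replicate 2, -0.17 with the mean of all probe sets and -0.66 to -0.18 over all fits without 1 array. The call of Znrf3 ended with median centering and without NFFS replicate 1 (adjusted p = 0.10, limma), NFFS replicate 3 (0.10), NFFSE replicate 1 (0.066) or NFFSE replicate 2 (0.12), in a range of 0.0020 to 0.19. Of 9 targets of BMP signaling, which Noggin in both media inhibits, Id1 (7.54-fold), Id2 and Id3 (4.93-fold) were higher, Id4 (4.50-fold), Bambi (3.70-fold) and Msx2 (1.59-fold) were lower and 3 did not pass the test, or 4 were higher and 3 lower when adjusted over the list alone (median log2 0.41, 0.70 without NFFS replicate 1 and 0.28 without NFFSE replicate 1, adjusted p = 0.43, camera). The call of Msx2 ended under both other scalings and without any 1 array except NFFS replicate 2 (adjusted p = 0.059 to 0.12, limma, in a range of 0.017 to 0.19). Of 8 targets of NOTCH signaling, Hes1 (2.32-fold) and Notch3 (1.59-fold) were higher, Jag1 (1.55-fold) and Nrarp (1.60-fold) were lower and 4 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.18, 0.079 without NFFS replicate 1 and 0.10 without NFFSE replicate 3, adjusted p = 0.59, camera). The calls of Jag1 and Nrarp ended with median centering, those of Jag1 also without NFFS replicate 3 (adjusted p = 0.078, limma), NFFSE replicate 1 (0.078) or NFFSE replicate 2 (0.092), in a range of 0.0020 to 0.15, and those of Nrarp without NFFS replicate 1 (0.15), NFFS replicate 3 (0.13), NFFSE replicate 1 (0.060) or NFFSE replicate 2 (0.16), in a range of 8.3e-04 to 0.30.

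Since NFFSE medium holds EGF, a hypothesis was that output genes of the ERK pathway were higher there along with the EGFR ligands and immediate early genes. Of 17 such genes, 7 were higher, 4 were lower and 6 did not pass the test (7 higher and 5 lower when adjusted over the list alone), with a median log2 difference of 0.35 (adjusted p = 0.089, camera, and 0.037 without NFFS replicate 3, in a range of 0.034 to 0.50 over the alternatives). This median was 0.63 without NFFS replicate 3, 0.67 without NFFSE replicate 2 and 0.19 without NFFSE replicate 3. The phosphatase Dusp5 (2.48-fold), Epha2 (2.74-fold) and Errfi1 (3.00-fold) were higher, and the pathway inhibitors Spry1 (2.26-fold), Spred1 (2.67-fold) and Spred2 (2.62-fold) and the transcription factor Etv5 (2.00-fold) were lower. Fosl1 and Ier3, both higher, are also members of the list of immediate early genes, so that the lists are not independent. With members past the threshold both ways, the arrays do not decide the question.

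Of 27 cell cycle genes, 3 were lower in NFFSE (Kif11, 1.84-fold; Mcm6, 1.45-fold; Ccna2, 1.44-fold) and 24 did not pass the test, or 2 were lower when adjusted over the list alone (median log2 -0.11, -0.0054 without NFFS replicate 3, -0.17 without NFFSE replicate 1 and -0.034 without NFFSE replicate 3, adjusted p = 0.43, camera). With median centering 1 was higher and 1 was lower, where Mcm6 moved from -0.53 to -0.33 and Ccna2 from -0.52 to -0.32, and the call of Ccna2 also ended without NFFS replicate 1 (adjusted p = 0.097, limma), NFFS replicate 3 (0.087), NFFSE replicate 2 (0.089) or NFFSE replicate 3 (0.11), in a range of 0.0099 to 0.25. Of 16 integrins, 6 were higher, 3 were lower and 7 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.29, 0.13 without NFFSE replicate 2, adjusted p = 0.36, camera). The hemidesmosomal subunit Itgb4 was 2.29-fold higher and Itgb1 1.54-fold higher, a call that ended with the mean of its probe sets (0.33, from 0.62), whereas Itga1, a collagen receptor subunit, was 8.12-fold lower, Itga8, a receptor of nephronectin, 1.70-fold lower and Itgb8 1.99-fold lower. Of 19 genes of the matrix and basement membrane, 3 were higher, 8 were lower and 8 did not pass the test, or 4 were higher and 9 lower when adjusted over the list alone (median log2 -0.34, -0.22 without NFFS replicate 1 and -0.66 to -0.14 over the alternatives, adjusted p = 0.13, camera). The subunits of laminin-332 Lamb3 (1.63-fold) and Lama3 (1.35-fold) were higher with Col17a1. The call of Lama3 ended with quantile normalization, without NFFS replicate 3 (adjusted p = 0.061, limma), NFFSE replicate 1 (0.069) or NFFSE replicate 2 (0.076) and with the mean of its probe sets, which turned it, in a range of 0.0084 to 0.78. Fn1, which encodes fibronectin, was 7.18-fold lower. Tnc, which encodes tenascin C, had a signal of 3181 ± 177 (SD, n = 3) in NFFSE and 2420.2 ± 508 (SD, n = 3) in NFFS (adjusted p = 0.072, limma). Its log2 difference was 0.42, and 0.23 to 0.52 without 1 array (adjusted p up to 0.21, limma). It passed the threshold as higher without NFFS replicate 1 (adjusted p = 0.047, limma) or NFFS replicate 2 (0.049), with median centering (0.017, at 0.62), the filter (0.047) and the replicate number as a block (0.046), and the mean of all its probe sets was lower in NFFSE (adjusted p = 0.031, limma, in a range of 0.017 to 0.24 over the alternatives). Tnn was at background on all 6 arrays.

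Of 22 genes of the antibody panel of Fig. S3, 6 were higher, 2 were lower and 14 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.0039, -0.014 to 0.065 without 1 array, adjusted p = 0.28, camera). Besides Cd34 and Itga6, Prom1 (3.48-fold), Cd14 (3.16-fold), Cd44 (1.41-fold) and Itga3 (1.59-fold) were higher and Cd200 and Tgfbr2 (1.27-fold) were lower. The call of Cd44, with a log2 difference of 0.49, ended with quantile normalization (0.21) or the mean of its probe sets (0.79), and that of Tgfbr2 with median centering (-0.14, from -0.34), with the mean of its probe sets, which turned it, and without any 1 array except NFFS replicate 1 (adjusted p = 0.10 to 0.14, limma, in a range of 0.013 to 0.46). Itgb5, the integrin subunit that the paper follows by FACS, had a signal of 2043 ± 116 (SD, n = 3) in NFFSE and 2439 ± 514 (SD, n = 3) in NFFS (log2 difference -0.23, adjusted p = 0.31, limma), and it passed the threshold as lower without NFFS replicate 2 (adjusted p = 0.017, limma, in a range of 0.017 to 0.92 over the alternatives). Without 1 array the log2 difference of Itgb5 was -0.42 to -0.11 (adjusted p up to 0.69, limma). Of 9 genes of the qPCR panels, Cd34, Itga6 and Col17a1 were higher and Krt15, Lhx2, Sox9, Lgr5, Lrig1 and Prdm1 were lower, with the same counts when adjusted over the list alone (median log2 -1.86, adjusted p = 0.067, camera, and 0.041 with the replicate number as a block, 0.036 with quantile normalization, 0.013 with median centering, 0.033 without NFFS replicate 2 and 0.047 without NFFSE replicate 3, in a range of 0.0081 to 0.53). Actb, a common reference gene, had a log2 difference of 0.28 (adjusted p = 0.15, limma), and 0.48 with median centering (adjusted p = 0.013, limma, in a range of 0.013 to 0.41).

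Of 10 targets of p53, 4 were higher, 3 were lower and 3 did not pass the test, or 5 were higher and 3 lower when adjusted over the list alone (median log2 0.31, adjusted p = 0.29, camera). The kinase inhibitor Cdkn1a (4.78-fold), the apoptosis gene Pmaip1 (5.37-fold), Eda2r (3.88-fold) and Phlda3 (1.59-fold) were higher and Trp53inp1 (2.84-fold), Sesn1 (2.37-fold) and Zmat3 (2.21-fold) were lower. Of 9 interferon response genes, Cxcl10 was 4.22-fold higher and 8 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.29, or 0.0087 with genes at background set to their bound, 0.11 without NFFS replicate 1 and 0.15 without NFFS replicate 3, adjusted p = 0.36, camera). Of 14 clock genes, Clock (1.70-fold), Nr1d1 (2.41-fold) and Per1 (1.70-fold) were higher, Dbp (3.44-fold), Per3 (2.26-fold), Tef (1.74-fold) and Nr1d2 (1.73-fold) were lower and 7 did not pass the test, or 4 were higher and 4 lower when adjusted over the list alone. Their median log2 difference was 0.19 (0.054 to 0.34 without 1 array), their mean was -0.027 and the test ran in the direction of the median (adjusted p = 0.72, camera), and the calls of Clock and Per3 ended with the mean of their probe sets, from log2 differences of 0.77 to 0.093 and -1.18 to -0.95. The call of Per3 also ended without NFFS replicate 1 (adjusted p = 0.054, limma, in a range of 0.0042 to 0.14) and that of Per1 without NFFSE replicate 1 (adjusted p = 0.058, limma, in a range of 0.0059 to 0.11). Of 9 genes of the sebaceous gland, 5 genes of lipid synthesis and storage (Scd1, 1.64-fold; Scd3, 2.45-fold; Cidea, at least 2.55-fold, with 1 of the 3 NFFS arrays at background; Plin2, 1.38-fold; Dgat2, 1.46-fold) were higher, the elongase Elovl3 was 2.91-fold lower and 3 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.55, or 0.46 with genes at background set to their bound, adjusted p = 0.053, camera, and 0.033 with the replicate number as a block, 0.020 with the mean of all probe sets, 0.044 without NFFS replicate 3 and 0.04999 with the added 16 and the probe sets kept, in a range of 0.016 to 0.32). The calls of 3 of these genes ended without 1 array, that of Cidea without NFFS replicate 1 or any NFFSE array (adjusted p = 0.068 to 0.12, limma, in a range of 0.022 to 0.19), that of Plin2 without NFFS or NFFSE replicate 2 or 3 (0.075 to 0.17, in a range of 0.011 to 0.20) and that of Dgat2 without NFFS replicate 1 or 3 or NFFSE replicate 2 or 3 (0.05003 to 0.14, in a range of 0.0015 to 0.14).

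Among the genes of the preceding lists, the calls of Dusp5, Dbp, Per1, Dgat2, Ccna2, Znrf3, Jag1, Nrarp, Cidea, Plin2 and Tgfbr2 ended with the floor, without the intensity trend and with the methods' t-test after adjustment, those of Scd1, Mcm6, Hes1, Itga3 and Lama3 without the trend and with the methods' t-test, that of Cd44 without the trend, and those of Scd3, Kif11, Tef, Nr1d1, Itgb8, Per3 and Zmat3 with the methods' t-test. The calls of Kif11, Mcm6, Ccna2, Nrarp, Znrf3 and Msx2 ended with the mean of their probe sets, from log2 differences of -0.88 to -0.53, -0.53 to -0.23, -0.52 to -0.36, -0.68 to -0.45, -0.66 to -0.64 and, for Msx2, a larger drop, -0.66 to -1.14. Cidea, Plin2 and Chac1 have 1 probe set each and kept their differences in that setting, and their calls ended with the fit and adjustment over all genes. The call of Plin2 also ended with the added 16. Of the lists that camera did not call, fry called the lists of the hair matrix, the sebaceous gland, ERK output, WNT, p53, interferon, the matrix, the FACS and qPCR panels, fibroblasts, Merkel cells and smooth muscle. Among markers of other cell types, 0 of 8 melanocyte, 0 of 11 leukocyte and 0 of 6 endothelial markers passed the test in limma, also at an unadjusted p under 0.05, when adjusted over the list alone and in the methods' t-test after adjustment, although Pecam1 was called higher with quantile normalization and Ptprc with the floor or without the intensity trend. The melanocyte markers had a median log2 difference of -0.024 (-0.19 to 0.34 without 1 array), a mean of 0.11 and a test in the direction of the mean (adjusted p = 0.77, camera), the leukocyte markers a median of -0.30 to -0.0013 without 1 array and an adjusted p of 0.89 and the endothelial markers a median of 0.43 (adjusted p = 0.44, camera). Of 6 Merkel cell markers, Krt18 was 5.22-fold higher, Krt8 was 2.48-fold lower and 4 did not pass the test, with the same counts when adjusted over the list alone (median log2 0.48, or 0.33 with genes at background set to their bound, 0.72 without NFFSE replicate 1, adjusted p = 0.53, camera).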
